# Deducing the stage of origin of Wilms' tumours from a developmental series of *Wt1*-mutant mice

**DOI:** 10.1242/dmm.018523

**Published:** 2015-08-01

**Authors:** Rachel L. Berry, Derya D. Ozdemir, Bruce Aronow, Nils O. Lindström, Tatiana Dudnakova, Anna Thornburn, Paul Perry, Richard Baldock, Chris Armit, Anagha Joshi, Cécile Jeanpierre, Jingdong Shan, Seppo Vainio, James Baily, David Brownstein, Jamie Davies, Nicholas D. Hastie, Peter Hohenstein

**Keywords:** WT1, Wilms’ tumour, Kidney development, Mouse model

## Abstract

Wilms' tumours, paediatric kidney cancers, are the archetypal example of tumours caused through the disruption of normal development. The genetically best-defined subgroup of Wilms' tumours is the group caused by biallelic loss of the *WT1* tumour suppressor gene. Here, we describe a developmental series of mouse models with conditional loss of *Wt1* in different stages of nephron development before and after the mesenchymal-to-epithelial transition (MET). We demonstrate that Wt1 is essential for normal development at all kidney developmental stages under study. Comparison of genome-wide expression data from the mutant mouse models with human tumour material of mutant or wild-type *WT1* datasets identified the stage of origin of human *WT1*-mutant tumours, and emphasizes fundamental differences between the two human tumour groups due to different developmental stages of origin.

## Abstract (precis)

**Summary:** The comparison of different nephron-specific *Wt1*-knockout mouse models identifies the stage of origin of human *WT1*-mutant Wilms' tumours.

## INTRODUCTION

Wilms' tumours (Wilms, 1899) are paediatric kidney cancers that affect 1:10,000 children, usually before the age of five (recently reviewed in Hohenstein et al., 2015). They are thought to be caused by a block in the normal development of nephrons, as illustrated by the appearance of nephrogenic rests – structures resembling embryonic renal tissues and believed to be the first stage of Wilms' tumour development. Therefore, to truly understand the development of Wilms' tumour, a full understanding of normal kidney development and the role of genes linked to Wilms' tumorigenesis in this process is essential.

The developing metanephric kidney is a model system for many developmental processes, including reciprocal inductions between different cell types, mesenchymal-to-epithelial transitions (METs) and patterning (Saxen, 1987). The initiating event in metanephric kidney development is the invasion of the ureteric bud, an epithelial outgrowth of the Wolffian duct, into the metanephric mesenchyme, which is a derivative of the intermediate mesoderm. In response, signals are exchanged bidirectionally between these populations, resulting in the first branching of the ureteric bud and the formation of a condensate of mesenchymal cells, the cap mesenchyme, around the tips of the ureteric bud. Expression of *Six2* in the cap mesenchyme labels the nephron progenitor cells (Kobayashi et al., 2008). A canonical Wnt signal, probably emanating from Wnt9b expressed in the ureteric bud, determines which of the *Six2*-positive cells remain in the progenitor cell state and which will differentiate to form the nephron (Karner et al., 2011; Park et al., 2012). A Yap-Fat4-mediated signal originating from *Foxd1*-positive stromal cells further controls this decision (Das et al., 2013). The cells that are induced to differentiate undergo a MET under control of *Wnt4* (Kispert et al., 1998; Stark et al., 1994) to form the epithelialized renal vesicle, probably mediated by the non-canonical Wnt-Ca^2+^-NFAT pathway (Burn et al., 2011; Tanigawa et al., 2011). Disruption of this MET is believed to be a central event in the development of Wilms' tumours (Hohenstein et al., 2015). The renal vesicle becomes patterned along the proximal-distal axis, connects to the ureteric bud at its distal end and, through the comma- and S-shaped body stages, develops into the mature nephron, which consists of distal tubule, loop of Henle, proximal tubule and the glomerulus, containing the filtering podocytes. This nephron induction, differentiation and maturation process is repeated every time the ureteric bud branches and new tips are formed.

Wilms' tumours were one of the cancers that Alfred Knudson used to develop the two-hit model and concept of tumour suppressor genes (Knudson and Strong, 1972). This led to the identification of the *WT1* tumour suppressor gene, loss of which is the rate-limiting step in 15% of Wilms' tumours (Hohenstein et al., 2015). This subset of cases is characterized by ectopic muscle development (Miyagawa et al., 1998; Schumacher et al., 2003) and selection for activating mutations in *CTNNB1*, the gene encoding β-catenin (Koesters et al., 1999; Maiti et al., 2000). Accordingly, the *WT1* wild-type and mutant subsets of tumours can clearly be recognized using genome-wide expression analysis (Corbin et al., 2009; Gadd et al., 2012; Li et al., 2004). The genetics of *WT1*-wild-type tumours are less clear. Activation of the *IGF2* pathway through loss of heterozygosity (LOH) or loss of imprinting (LOI) has been identified in many of these cases, but it is unclear whether this is the initiating event in these cases (Hohenstein et al., 2015). *WTX* was identified as a Wilms' tumour gene on the X chromosome (Rivera et al., 2007), but the details of involvement of *WTX* loss in the origins of Wilms' tumours have been disputed (Perotti et al., 2008; Rivera et al., 2007; Wegert et al., 2009). In all, *WT1* remains the best genetic and molecular entry point to study the origins of and mechanisms leading to Wilms' tumours.

**TRANSLATIONAL IMPACT**

**Clinical issue**

Wilms’ tumours are a form of childhood kidney cancer that originate from problems during prenatal kidney development. In humans, different subgroups of tumours have been described that show different responses to therapy and have different clinical outcomes. The genetically best-defined tumour subtypes are associated with expression of either the wild-type or mutant (bearing loss-of-function mutations) Wilms’ tumour-1 (*WT1*) gene, a tumour suppressor gene. Identifying the developmental stage of origin of Wilms’ tumours will allow the design of new and improved therapies based on a better understanding of normal and impaired kidney development. Genome-wide expression analysis of human tumours has suggested that different tumour subsets originate during different developmental stages, but this has not been experimentally validated yet.

****Results****

In this study, the authors used a conditional *Wt1*-knockout mouse model to inactivate the gene during three different stages of kidney development, before and after the mesenchymal-to-epithelial transition (MET). They found that losing Wt1 at each of these stages results in the disruption of kidney development at specific stages and death of the pups immediately after birth. Then, the authors compared the genome-wide expression patterns of the mouse mutant kidneys to the expression patterns of human Wilms’ tumours bearing either mutant or wild-type *WT1*. Interestingly, the analyses showed that the expression data from the mouse mutants in which nephron development is blocked before the MET most closely resemble those of the human *WT1*-mutant tumours, whereas the data from the mouse mutants with a post-MET block more closely resemble the expression pattern found in human *WT1*-wild-type tumours.

****Implications and future directions****

This study suggests that Wt1 is an essential regulator of kidney development. In addition, the comparison of genome-wide expression data from the mouse mutants with human tumour datasets suggests that different human Wilms’ tumour subtypes have different developmental stages of origin. Caution should be taken in the interpretation of these data, because the developmental stages studied in the current experimental settings might naturally differ from the ones deduced from human tumour gene expression data. Nevertheless, these findings change our understanding of the biological causes of Wilms’ tumours and will help identify the biological pathways that could be targeted in different subgroups of tumours for therapeutic purposes.

*WT1* is expressed throughout nephron development (Armstrong et al., 1993; Pritchard-Jones et al., 1990). The earliest expression in the renal lineage is found in the intermediate mesoderm. Subsequently, expression is found in the metanephric mesenchyme and cap mesenchyme. After the MET, its expression becomes restricted to the proximal end of the developing nephron until, in the mature nephron, it is only found in the podocytes. The *WT1* gene encodes a collection of at least 36 multifunctional isoforms involved in translation, RNA metabolism and transcriptional control (Hohenstein and Hastie, 2006). In the intermediate mesenchyme it has a pro-survival function: these cells go into complete apoptosis in the conventional *Wt1*-knockout mouse (Kreidberg et al., 1993). In later stages, the gene has been linked to control of the MET (Davies et al., 2004; Essafi et al., 2011). Wt1 has essential functions in the development of podocytes, as shown in mouse models and human syndromes (Gao et al., 2004; Miller-Hodges and Hohenstein, 2012; Ozdemir and Hohenstein, 2014), as well as in the maintenance and function of mature podocytes, as we showed by knocking out *Wt1* in adult mice (Chau et al., 2011). However, the role of Wt1 in the developmental stages between cap mesenchyme and podocyte is less clear.

To start elucidating the events that lead to Wilms' tumour formation, we analyzed the role of Wt1 before and after the MET, one of the candidate stages of origin of the tumours. Our data show that the loss of *Wt1* at different stages during nephron development results in different phenotypes. Comparison of genome-wide expression data of these mutants to Wilms' tumour microarray data suggests the stages of origin of the *WT1*-mutant and *WT1*-wild-type tumour subsets, and further highlights their different developmental characteristics.

## RESULTS

### Loss of Wt1 with different nephron Cre drivers results in different renal phenotypes

To knock out *Wt1* in different cell types during renal development, we selected three Cre strains and characterized them in the embryonic kidney through lineage tracing using time-lapse imaging (Watanabe and Costantini, 2004) and an eYFP-based Cre reporter (Srinivas et al., 2001). *Nes*, the gene encoding the intermediate filament protein Nestin, is expressed at least as early as E12.5 in the embryonic kidney mesenchyme and is probably a direct transcriptional target for Wt1 (Wagner et al., 2006). Accordingly, the *Nes*-Cre allele that we used (Tronche et al., 1999) showed widespread activity in the mesenchyme at E11.5. During subsequent culturing, the lineage trace was restricted to the nephrogenic lineage and excluded from the ureteric bud (Fig. 1A and supplementary material Movie 1A). Initially, there was a parallel and evenly spaced movement of labelled cap mesenchymes, as if being ‘pushed out’ by the ureteric bud; later, during the cultures, there seemed to be a steady stream of labelled cells from the outside of the growing rudiment into the kidney. Use of a Cre allele expressed from the endogenous *Pax8* locus (Bouchard et al., 2004) resulted in scattered eYFP-positive cells in the E11.5 metanephric mesenchyme and a strong signal in the condensed mesenchyme and in the ureteric bud (Fig. 1B and supplementary material Movie 1B). During the subsequent culture, the lineage trace was found extensively in the newly formed condensates, the resulting nephrons and the ureteric bud. The time-lapse data illustrate how some labelled cells from the cap mesenchyme are left behind by the growing bud, increase in number and condense to form a nephron. Because *Wt1* is not expressed in the ureteric bud, the activity of *Pax8*^+/Cre^ there does not affect the analysis presented here. Finally, we used a Cre-GFP fusion construct knocked into the endogenous *Wnt4* locus (Shan et al., 2010). As described, this driver becomes active in the pre-tubular aggregates and subsequently traces the complete nephron (Fig. 1C and supplementary material Movie 1C). The GFP signal from the *Wnt4*^CreGFP^ allele is barely detectable on the time-lapse system (Shan et al., 2010 and data not shown); therefore, all signal comes from the eYFP reporter.

**Fig. 1.**
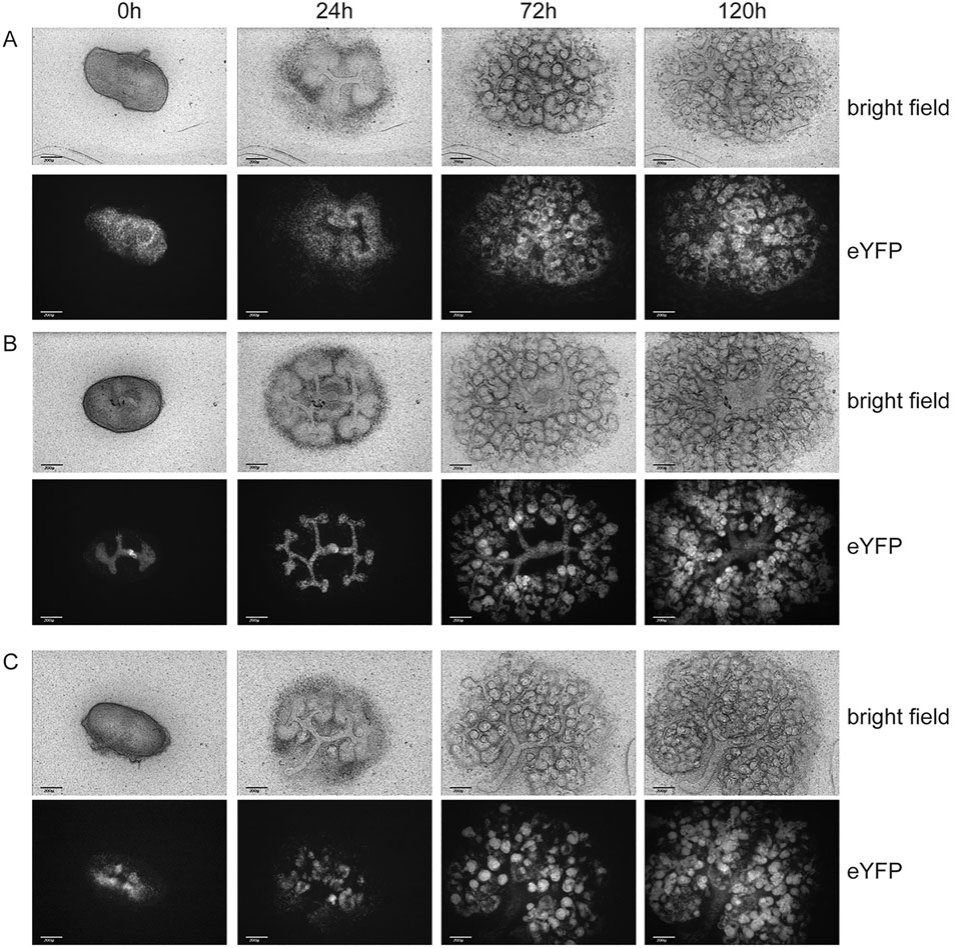
**Lineage tracing of three Cre drivers in cultured kidney rudiments starting from E11.5 kidneys for the indicated time intervals.** (A) *Nes*-Cre *Rosa26*^eYFP/eYFP^. (B) *Pax8*^+/Cre^ *Rosa26*^eYFP/eYFP^. (C) *Wnt4*^+/CreGFP^ *Rosa26*^eYFP/eYFP^. Scale bars: 200 µm.

Before crossing our *Wt1* conditional allele (Martinez-Estrada et al., 2010) to the three Cre drivers, we confirmed that it is a conditional version of the conventional *Wt1* knockout (Kreidberg et al., 1993) by crossing it to a germline Cre deleter strain expressing a CAGGs-driven Cre transgene to generate heterozygous *Wt1*^+/−^ mice. Homozygosity for this recombined allele was found to be an exact phenocopy of the conventional knockout, including the kidney, gonad, epicardium and diaphragm phenotypes (supplementary material Fig. S1 and data not shown). Next, the *Wt1* conditional allele was crossed to each of the three Cre drivers we had characterized above. Cre-positive (all three drivers)/*Wt1* conditional heterozygous mice were viable and healthy (data not shown). With one exception (see below), the Cre-positive *Wt1* conditional homozygous genotypes were not compatible with postnatal life. Embryos developed up to birth and were macroscopically normal (although slightly smaller than control littermates in the case of *Nes*-Cre *Wt1*^co/co^ embryos), but died immediately after birth. Because there is overlap between the activities of the Cre drivers and *Wt1* outside the kidney, we used optical projection tomography (OPT) (Sharpe et al., 2002) to generate 3D reconstructions of E16.5 whole embryos. The complete OPT image sets (3D volumes) with a number of visualizations and movies are provided on the eMouseAtlas (Richardson et al., 2014) community pages at http://www.emouseatlas.org/emap/community/submission000001/hohenstein.html. The OPT images can be viewed in virtual section mode using the IIP3D image viewer (Husz et al., 2012).

We analyzed the kidneys of E18.5 embryos in more detail (Fig. 2A-D). As described above, in *Nes*-Cre *Wt1*^co/co^ (homozygous *Wt1* conditional with *Nes*-Cre driver) kidneys, nephron development is disturbed at the MET stage, leading to an expansion of the mesenchyme. Condensation and epithelialization are severely affected, except for regions where *Wt1* is not lost owing to incomplete function of *Nes*-Cre (Essafi et al., 2011). In contrast, in *Wnt4*^+/CreGFP^ *Wt1*^co/co^ kidneys, MET is possible as there is condensation, epithelialization and early tubulogenesis (comma- and S-shaped body stages), albeit at reduced levels. Expanded mesenchyme can be found in these kidneys as well, although glomerulogenesis and tubular maturation are absent. *Pax8*^+/Cre^ *Wt1*^co/co^ kidneys showed normal levels of condensation, epithelialization and early tubulogenesis, but tubule maturation and glomerulogenesis were still absent. As was the case for the *Nes*-Cre *Wt1*^co/co^ kidneys (Essafi et al., 2011), no differences in proliferation or apoptosis were found in the other two models (data not shown); the ‘escaping nephrons' that developed completely normally but were still Wt1-positive in the *Nes*-Cre-driven mutant were not found in the other mutants either (data not shown).

**Fig. 2.**
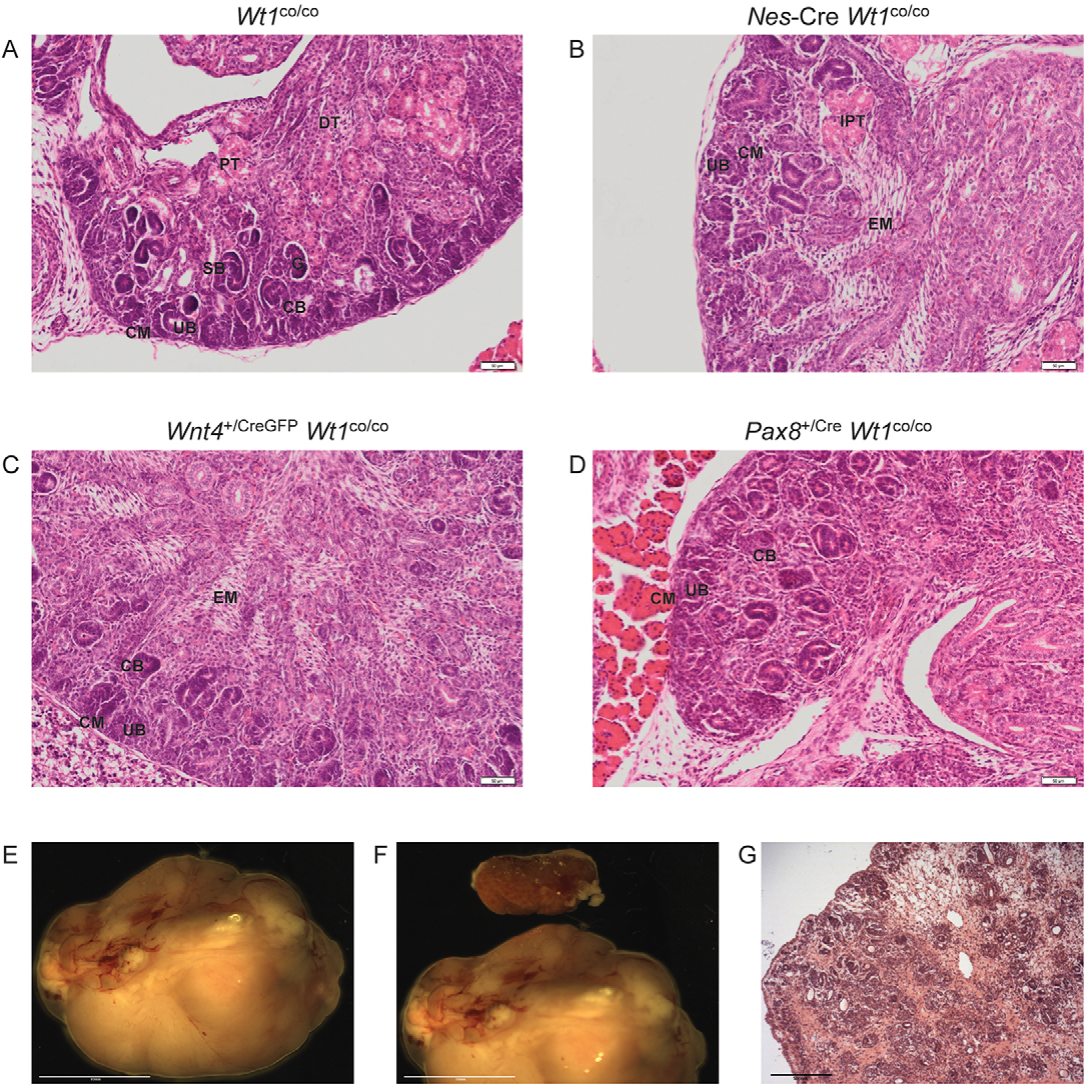
**Renal phenotypes in the three Cre *Wt1* conditional models.** (A-D) H&E-stained E18.5 embryonic kidneys. (A) *Wt1*^co/co^. (B) *Nes*-Cre *Wt1*^co/co^. (C) *Wnt4*^+/CreGFP^ *Wt1*^co/co^. (D) *Pax8*^+/Cre^ *Wt1*^co/co^. CM, cap mesenchyme; CB, comma-shaped body; SB, S-shaped body; UB, ureteric bud; PT, proximal tubule; DT, distal tubule; EM, expanded mesenchyme; IPT, immature proximal tubule. Scale bars: 50 µm. (E) Macroscopic view of Wilms’ tumour in single surviving *Nes*-Cre *Wt1*^co/co^ mouse. Scale bar: 10 mm. (F) Same tumour as in E with left kidney from the same mouse. Scale bar: 10 mm. (G) H&E staining of the tumour in E and F. Scale bar: 500 µm.

We serendipitously identified one surviving *Nes*-Cre *Wt1*^co/co^ mouse. This mouse developed a lump on its back at 25 weeks of age. Macroscopic analysis identified a large tissue mass in place of the right kidney (Fig. 2E,F). Microscopic analysis identified this as a Wilms' tumour (Fig. 2G). The left kidney was relatively normal and contained many more escaping nephrons than usual (data not shown). We assume this left kidney provided sufficient renal function for this animal to survive, thereby giving the right kidney time to develop this tumour.

### Histological phenotyping of *Wt1* mutants through genome-wide expression analysis

It has previously been shown that many genes are expressed in more than one developmental stage in the kidney (Brunskill et al., 2008). The identification of true anchor genes, which are uniquely expressed in just one specific cell type or developmental stage, can be challenging, especially for the stages immediately before and after the MET, on which we focused our analysis (Thiagarajan et al., 2011). This limits the usefulness of analyzing individual genes to describe developmental phenotypes like the ones found here. Instead, we hypothesized that global expression patterns could provide a means to describe complex phenotypes. To test this we generated microarray data from E18.5 total kidney RNA of the three mutant genotypes. 

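Total kidney RNA from 3 E18.5 embryos of each of 8 groups was measured on single-colour bead arrays, 24 in all. The groups are the *Nes*-Cre *Wt1* co/co, *Wnt4* +/CreGFP *Wt1* co/co and *Pax8* +/Cre *Wt1* co/co kidneys, the *Nes*-Cre, *Wnt4* +/CreGFP and *Pax8* +/Cre kidneys, *Wt1* co/co kidneys without Cre and wild-type kidneys. The labels give the strain as C57BL/6 and the methods give a mixed C57BL/6/129Ola background. The methods also leave 1 *Nes*-Cre *Wt1* co/co sample out without saying which, so all 3 are used here, and values without replicate 1, which lies far from the other two, are given where they matter. Intensities were background-corrected and quantile-normalized by neqc with an offset of 16 on the log2 scale, and the 10371 of 17951 genes (57.8%) with a detection p under 0.01 in at least 3 arrays were tested in 1 limma fit of all 8 groups. Gene lists of kidney cell types and processes, the rule for naming genes and most alternative settings were fixed before the data were examined. The lists were written here from known markers and are not the paper's GUDMAP or GO sets. A list result therefore does not repeat the paper's enrichment tests. Some settings were chosen after the data were seen. Among them are the shared fit of the other mutants without *Nes*-Cre *Wt1* co/co replicate 1, and list tests in that fit with a correlation estimated from the data. *Wt1* itself was not analysed here.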

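In the authors' normalized values each array is a ratio to the median of 3 control arrays, which shows that the arrays form 4 sets of 6. *Nes*-Cre *Wt1* co/co and *Wt1* co/co kidneys form 1 set, wild-type and *Nes*-Cre kidneys another, and each of the other two mutants forms a set with its own control, so the comparison of *Nes*-Cre *Wt1* co/co with *Nes*-Cre kidneys crosses sets. The background intensity was 152 to 181 in the set of wild-type and *Nes*-Cre kidneys and 48.1 to 69.9 in the other three, and 7458 to 8262 genes were detected per array in that set against 8216 to 9681 in the other three. Beside some values of that comparison the text therefore gives the change against *Wt1* co/co, from the same set, and the change with array sets cancelled, which is (*Nes*-Cre *Wt1* co/co minus *Wt1* co/co) minus (*Nes*-Cre minus wild type) and was chosen after the data were seen. The spread of the background inferred by neqc was 113 to 397 intensity units, against 3.79 to 12.7 read directly from the detection p-values, and no normalized value lies below 6.80 on the log2 scale. Log2 changes of genes near the background are therefore compressed, and for some of them a value with the background read at a detection p of 0.5, also chosen after the data were seen, is given.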

We first compared each Cre^+^ *Wt1*^co/co^ dataset to the corresponding Cre^+^-only data to identify differentially expressed genes for each mutant and correct for changes due to expression of the Cre or, in the case of *Wnt4-* and *Pax8*-driven Cre alleles, haploinsufficiency of the driver gene (supplementary material Fig. S2 and Table S1). 

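Of the 10371 genes tested, 1936 were higher and 1845 lower in *Nes*-Cre *Wt1* co/co than in *Nes*-Cre kidneys at an adjusted p under 0.05 from limma (n = 3 per group). In *Wnt4* +/CreGFP *Wt1* co/co kidneys 899 genes were higher and 924 lower than in *Wnt4* +/CreGFP kidneys, and in *Pax8* +/Cre *Wt1* co/co kidneys 340 were higher and 382 lower than in *Pax8* +/Cre kidneys. Changes of over 2-fold were fewer, with 128 genes higher and 213 lower, 23 and 155, and 15 and 61 in the same order. *Serpina6*, which encodes the corticosteroid carrier of plasma, fell by 2.53 on the log2 scale in *Nes*-Cre *Wt1* co/co kidneys (standard error 0.27, adjusted p = 3.5e-06). It was detected in no array of the other two mutants, where it was at least 10.3-fold and at least 7.24-fold lower. *Ttr*, the gene of the thyroxine carrier transthyretin, fell by 3.64 and 3.39 in the *Wnt4* +/CreGFP and *Pax8* +/Cre mutants (adjusted p = 2.7e-06 and 1.3e-05), and *Sprr2g*, which encodes a protein of the epithelial cell envelope, rose by 3.05 and 2.43 (adjusted p = 5.3e-06 and 1.4e-04). *Klf5*, an epithelial transcription factor gene, rose by 1.52 in *Wnt4* +/CreGFP *Wt1* co/co kidneys and *Vcam1*, a cell adhesion gene, by 1.43 in *Pax8* +/Cre *Wt1* co/co kidneys. *Dlk1*, which encodes a Notch-like membrane protein, rose by 2.98 in *Nes*-Cre *Wt1* co/co kidneys (adjusted p = 4.4e-05), by 1.78 against *Wt1* co/co and by 3.27 with array sets cancelled. *Sema5a*, an axon guidance gene, fell by 3.15 there, but its change of −1.61 with array sets cancelled did not pass the test. The paper states that the comparison with Cre-only kidneys corrects for the Cre and for haploinsufficiency of the driver gene. *Wnt4* was 0.56 lower in *Wnt4* +/CreGFP than in wild-type kidneys on the log2 scale (adjusted p = 0.019), *Pax8* was 0.28 higher in *Pax8* +/Cre than in wild-type kidneys (adjusted p = 0.0053), and both comparisons cross sets of arrays.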

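Against *Wt1* co/co kidneys 1156 genes were higher and 1355 lower in *Nes*-Cre *Wt1* co/co kidneys, and with array sets cancelled 715 and 902. Without *Nes*-Cre *Wt1* co/co replicate 1 the shared fit called 2140 genes higher and 1740 lower in that mutant, 1531 and 1274 in *Wnt4* +/CreGFP *Wt1* co/co kidneys, and 746 and 649 in *Pax8* +/Cre *Wt1* co/co kidneys. The balance of higher and lower genes depends on the scaling. In the authors' normalized values 110 genes were higher and 1287 lower in *Wnt4* +/CreGFP *Wt1* co/co kidneys, with a median change of −0.131 over all genes, and 255 were higher and 2307 lower in *Nes*-Cre *Wt1* co/co against *Wt1* co/co kidneys, with a median change of −0.191. After scaling each array to its 75th percentile 156 genes were higher and 578 lower in *Wnt4* +/CreGFP *Wt1* co/co kidneys, where the median shifted by 0.12. The 3 mutant and 3 control arrays did not overlap for 42.0%, 44.1% and 32.7% of the genes tested in the *Nes*-Cre, *Wnt4* +/CreGFP and *Pax8* +/Cre comparisons, where chance gives 10%. Against wild type the share was 17.6% for *Nes*-Cre kidneys, from the same set. It was 47.7%, 42.6% and 44.9% for *Wnt4* +/CreGFP, *Pax8* +/Cre and *Wt1* co/co kidneys, from other sets. The share of the *Nes*-Cre mutant, whose comparison also crosses sets, therefore does not by itself show an effect of the mutation.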

Comparison of transcripts with increased or decreased expression for each of the mutants showed 84 increased and 159 decreased genes were shared between two or three mutants, with larger numbers of genes being uniquely differentially expressed in individual mutants (Fig. 3A). 

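At least 2 mutants shared 407 genes with increased and 655 with decreased expression, and all 3 shared 77 and 219, where lists drawn independently would share 5.50 and 6.05. Without *Nes*-Cre *Wt1* co/co replicate 1 the counts were 914 and 857 for at least 2 mutants and 215 and 347 for all 3, against 22.7 and 13.4 by chance. The largest overlap of decreased genes, 540 against 164 by chance, was between the *Nes*-Cre and *Wnt4* +/CreGFP mutants. As a ratio to chance the overlap was largest between the *Wnt4* +/CreGFP and *Pax8* +/Cre mutants, with 173 increased genes against 29.5 and 295 decreased genes against 34.0. This ratio cannot exceed the tested genes divided by the longer list. The *Nes*-Cre lists of 1936 and 1845 of 10371 genes therefore cap it for pairs with that mutant. It does not rank how alike the mutants are. *Anpep*, which encodes an aminopeptidase of the tubule's apical membrane, fell by 2.47, 3.24 and 2.56 on the log2 scale in the *Nes*-Cre, *Wnt4* +/CreGFP and *Pax8* +/Cre mutants (adjusted p = 9.4e-05, 1.2e-05 and 2.9e-04, n = 3 per group, limma). *Iqgap2*, which encodes a scaffold protein of podocytes, fell by 0.91, 0.77 and 1.04 (adjusted p = 4.3e-05, 3.6e-04 and 5.0e-05). Only in 1 mutant were 1625, 518 and 141 genes increased and 1266, 308 and 48 decreased, in the same order of mutants. For the *Nes*-Cre mutant these were 832 and 742 with *Wt1* co/co as its control and 465 and 396 with array sets cancelled. In only 1 mutant 1447, 669 and 258 genes were increased and 1040, 469 and 93 decreased without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit. Across genes, which are not independent replicates, the log2 changes of the *Wnt4* +/CreGFP and *Pax8* +/Cre mutants correlated at r = 0.762, those of the *Nes*-Cre and *Wnt4* +/CreGFP mutants at 0.502 and those of the *Nes*-Cre and *Pax8* +/Cre mutants at 0.413. The last 2 were 0.612 and 0.520 with *Wt1* co/co as the control of the *Nes*-Cre mutant, and 0.645 and 0.546 with array sets cancelled. With *Wt1* co/co as the control of the *Nes*-Cre mutant, 410 increased and 678 decreased genes were shared by at least 2 mutants and 87 and 230 by all 3. Called in opposite directions in a pair of mutants were 189 genes, and 40 with that control.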

To identify candidate direct targets for Wt1 in the differentially expressed genes, we compared the gene lists to *Wt1* ChIP-seq data from a recently published study on E18.5 mouse kidneys (Motamedi et al., 2014) and identified multiple genes in each differential gene set that showed *in vivo* binding of Wt1 to their genomic loci (supplementary material Table S2). Although experimental confirmation of these potential target genes falls outside the scope of this work (see Discussion), potentially important kidney developmental and disease genes can be identified this way. For instance, expression of receptor-type tyrosine-protein phosphatase O (*Ptpro*) is decreased in all three mutants and has direct binding of Wt1 to its genomic locus, making it a strong candidate for direct control by Wt1. This gene has previously been shown to be mutated in childhood-onset nephrotic syndrome (Ozaltin et al., 2011) and is a candidate gene for the *HIVAN4* nephropathy-susceptibility locus (Prakash et al., 2011).

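*Ptpro*, which encodes a receptor phosphatase of podocyte foot processes, was detected in none of the 3 arrays of each mutant, in 2 of 3 *Nes*-Cre and *Wnt4* +/CreGFP arrays and in all 3 *Pax8* +/Cre arrays. Its normalized log2 intensity was 6.96 ± 0.03 (SD, n = 3) in *Nes*-Cre *Wt1* co/co and 7.69 ± 0.02 in *Nes*-Cre kidneys, 6.90 ± 0.01 in *Wnt4* +/CreGFP *Wt1* co/co and 7.71 ± 0.10 in *Wnt4* +/CreGFP kidneys, and 6.97 ± 0.02 in *Pax8* +/Cre *Wt1* co/co and 7.88 ± 0.12 in *Pax8* +/Cre kidneys. Expression was thus at least 1.66-fold, 1.75-fold and 1.89-fold lower (adjusted p = 2.2e-06, 1.1e-06 and 3.9e-07 from limma). The level of the mutants lies at the background, so no exact change is given. *Ptpro* was also lower in *Nes*-Cre *Wt1* co/co than in *Wt1* co/co kidneys (adjusted p = 7.8e-05). From the decrease in all 3 mutants and the binding of *Wt1* to the locus, which was not analysed here, the paper proposes direct control of *Ptpro* by *Wt1*.

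**Figure D1:**
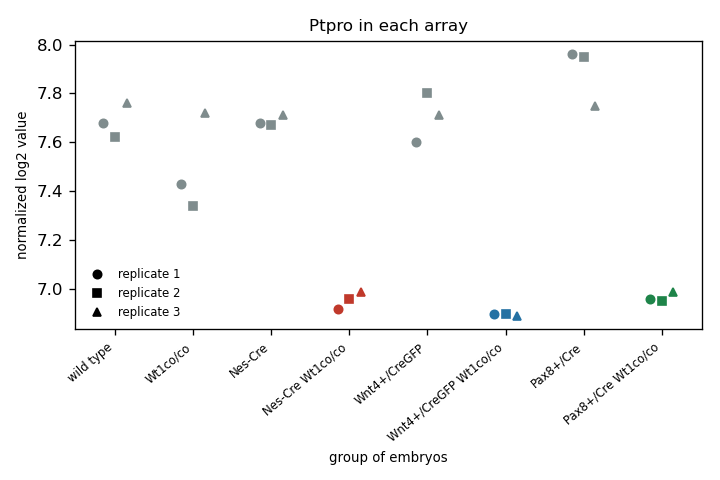
Normalized log2 intensity of *Ptpro* (y axis) in each array of the 8 groups (x axis), with a marker for each array. Every mutant array lies below every array of its Cre-only control.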

**Fig. 3.**
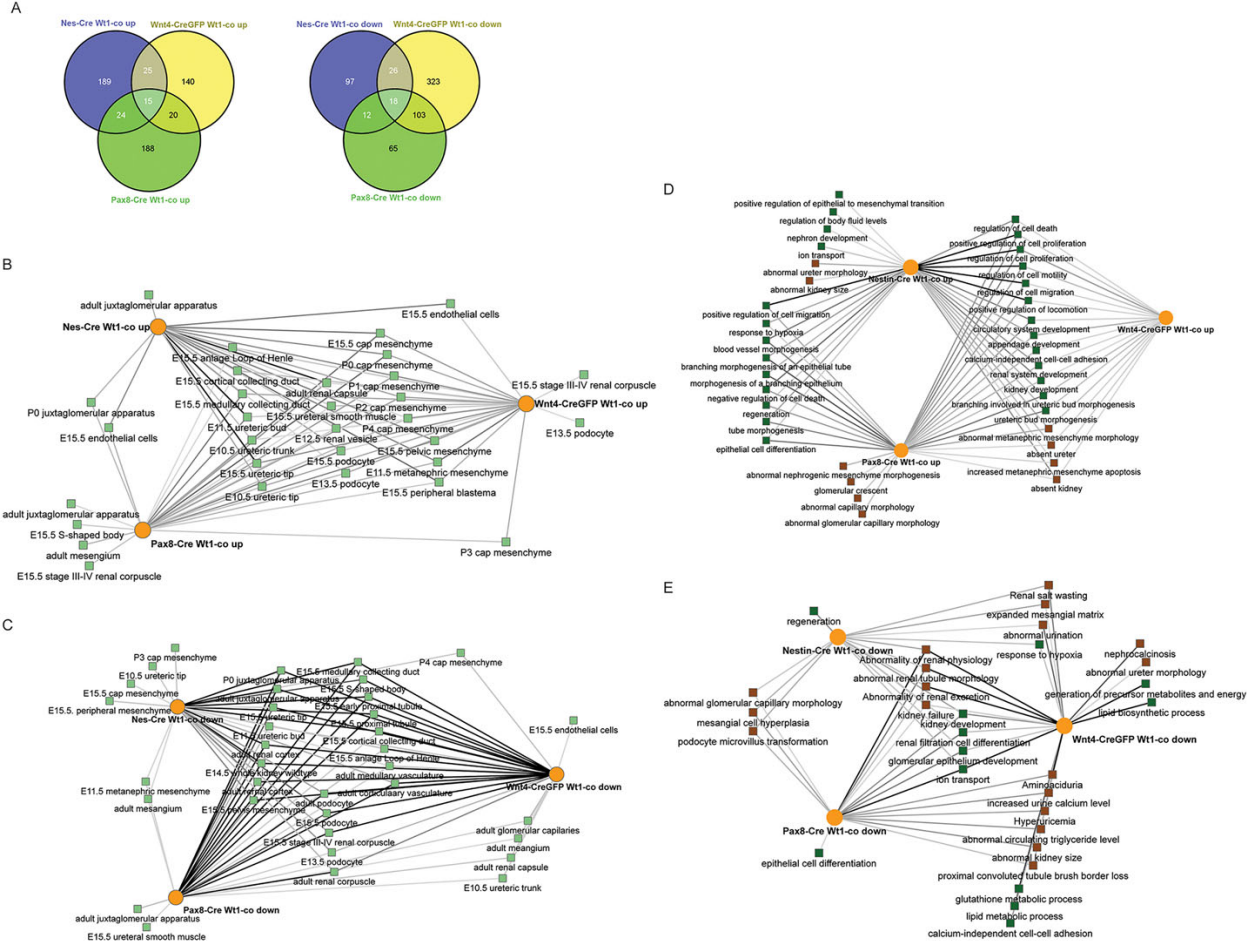
**Genome-wide expression analysis of E18.5 *Nes*-Cre *Wt1*^co/co^, *Wnt4*^+/CreGFP^*Wt1*^co/co^ and *Pax8*^+/Cre^*Wt1*^co/co^ kidneys.** (A) Comparison at the gene level for genes with increased (left panel) and decreased (right panel) expression. *Nes*-Cre *Wt1*^co/co^ differential genes are shown in blue, *Wnt4*^+/CreGFP^ *Wt1*^co/co^ differential genes in yellow and *Pax8*^+/Cre^ *Wt1*^co/co^ differential genes in green. (B) Enrichment for gene sets from cell type/developmental stage-specific GUDMAP datasets of increased genes in the mutant samples. (C) Enrichment for gene sets from cell type/developmental stage-specific GUDMAP datasets of decreased genes in the mutant samples. (D) Enrichment for biological processes (green nodes) and human/mouse phenotypes (brown nodes) coupled to genes increased in the mutant genotypes. (E) Enrichment for biological processes (green nodes) and human/mouse phenotypes (brown nodes) coupled to genes decreased in the mutant genotypes.

We reasoned that decreased genes in these differential datasets would represent genes from kidney developmental stages that are not reached in the mutants due to the failure of maturation, whereas increased genes could be either enrichment of the genes expressed at the stage of the differentiation block or ectopically expressed genes. We compared our differential gene sets to the kidney-compartment-specific genome-wide expression patterns as they were generated (via microarray and RNA-seq analysis of micro-dissected and FACS-sorted cell populations) and made available by the GUDMAP project (Harding et al., 2011). These data provide expression signatures of each compartment in the developing kidney, even if the genes that make up this signature are not unique for this compartment. Note that, in this approach, we use differentially expressed genes solely as a signature for the stage at which development is blocked, and that this is independent from whether or not the differential genes are direct targets for control by Wt1. Gene-set enrichment analysis using the ToppCluster tool (Kaimal et al., 2010), which analyzes enrichment for each of these compartment-specific signatures (as well as to other biological datasets such as GO terms and phenotypic data sources), was used to further analyze the stage of developmental block in the different mutants. We hypothesized that enrichment for certain compartment-specific signatures would be indicative of a developmental block at that stage or close to that stage. The increased genes in the three mutants significantly overlapped with many genes from early developmental stages from the GUDMAP data (Fig. 3B). These include different cap mesenchyme datasets (including E15.5 and early postnatal), E11.5 metanephric mesenchyme and E15.5 pelvic mesenchyme. This demonstrates that the three mutants expressed sets of genes that are normally (in wild-type kidneys) found in these cell types and developmental stages. 

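Of 24 tested genes of the renal stroma, 9 were higher and none lower in *Nes*-Cre *Wt1* co/co kidneys, 6 were higher and none lower in *Wnt4* +/CreGFP *Wt1* co/co kidneys and 1 was higher in *Pax8* +/Cre *Wt1* co/co kidneys. The counts were the same when adjusted over the list alone. Genes higher were 7, 15 and 1, and genes lower 1, 0 and 0, without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit. *Pdgfra*, the receptor gene of interstitial fibroblasts, rose by 0.60 (standard error 0.14, adjusted p = 0.0048) and *Fbln1*, which encodes the matrix protein fibulin 1, by 0.68 (standard error 0.14, adjusted p = 0.0027) in *Wnt4* +/CreGFP *Wt1* co/co kidneys (n = 3 per group, limma), although neither passed in the authors' normalized values (0.22 and 0.27). *Fbln1* also rose in *Pax8* +/Cre *Wt1* co/co kidneys, by 0.63 (adjusted p = 0.012), a call lost without *Pax8* +/Cre *Wt1* co/co replicate 2 or 3 (0.59 and 0.52) or *Pax8* +/Cre replicate 1 (0.56). In *Nes*-Cre *Wt1* co/co kidneys *Dcn*, which encodes the matrix proteoglycan decorin, rose by 1.17, and by 0.65 without replicate 1. The stromal list as a whole rose against all other genes in the *Wnt4* +/CreGFP mutant (median log2 change 0.30, adjusted p = 0.0035 from camera with a preset correlation of 0.01), but not in the *Nes*-Cre (0.29, adjusted p = 0.084) or *Pax8* +/Cre mutant (0.02, adjusted p = 0.85). The *Nes*-Cre shift passed against *Wt1* co/co (adjusted p = 0.037) and without *Nes*-Cre *Wt1* co/co replicate 2 (adjusted p = 0.0095). The difference between the last 2 was not past the threshold (adjusted p = 0.12), but was so without that replicate (adjusted p = 0.016) and with array sets cancelled (adjusted p = 0.045). With a correlation estimated from the data the *Wnt4* +/CreGFP shift did not pass (adjusted p = 0.40), and of 136 list tests 39 passed with the preset correlation and 0 with the estimated one, or 6 when *Nes*-Cre *Wt1* co/co replicate 1 was left out of the shared fit.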

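Of 18 tested genes of the cap mesenchyme, 3 were higher in *Nes*-Cre *Wt1* co/co, 3 in *Wnt4* +/CreGFP *Wt1* co/co and 0 in *Pax8* +/Cre *Wt1* co/co kidneys, and none was lower (2, 3 and 0 higher when adjusted over the list alone). *Capn6*, which encodes a calpain-like protein of the mesenchyme, rose by 0.39 in the *Nes*-Cre mutant (adjusted p = 0.0014, n = 3 per group, limma), by 0.56 against *Wt1* co/co, and by 0.59 in the *Wnt4* +/CreGFP mutant (adjusted p = 7.2e-05), where the authors' normalized values gave 0.23 and no call. *Eya1*, which encodes a cofactor of the nephron progenitors, rose by 0.23 in the *Wnt4* +/CreGFP mutant (adjusted p = 0.0032) and by 1.03 with the background read at a detection p of 0.5. *Six2*, which marks the progenitors of the cap, changed by 0.12 (adjusted p = 0.50), 0.30 (adjusted p = 0.12) and 0.06 (adjusted p = 0.92) in the *Nes*-Cre, *Wnt4* +/CreGFP and *Pax8* +/Cre mutants. Without *Nes*-Cre *Wt1* co/co replicate 1 its change of 0.31 in that mutant passed the test, as did its change of 0.30 in the *Wnt4* +/CreGFP mutant (adjusted p = 0.017). The latter also passed with only the arrays compared (adjusted p = 0.011) and with array weights (adjusted p = 0.0039). Against *Wt1* co/co, however, the change in the *Nes*-Cre mutant was −0.25 without a call, and in the authors' normalized values a change of −0.82 passed (adjusted p = 0.041). The list rose in the *Wnt4* +/CreGFP mutant (median 0.23, camera adjusted p = 0.0059, and 0.50 with an estimated correlation). It did not pass in the *Nes*-Cre (median −0.04 with a positive mean, adjusted p = 0.85) or *Pax8* +/Cre mutant (median 0.11, adjusted p = 0.22). When *Nes*-Cre *Wt1* co/co replicate 1 was left out, however, it passed in both (adjusted p = 0.017, with 8 genes higher, and adjusted p = 0.042, with 3). In the *Wnt4* +/CreGFP mutant 9 genes were then higher and 1 lower. With *Wt1* co/co as the control the *Wnt4* +/CreGFP shift did not pass (adjusted p = 0.078).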

More informative were the enrichment patterns that were found for one or two of the mutants, because they illustrated the order in which the phenotypes arise. For instance, enrichment for genes normally expressed in the S-shaped body was exclusively found in the *Pax8*^+/Cre^ *Wt1*^co/co^ mutant kidneys. This is indeed the only one of the three mutants that can reach this developmental stage. 

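None of 23 tested genes of the renal vesicle and S-shaped body was higher or lower in *Pax8* +/Cre *Wt1* co/co kidneys (median log2 change 0.09, camera adjusted p = 0.44, 0 genes when adjusted over the list alone). This list mixes markers of both stages and is not the paper's S-shaped body set, so it does not test that enrichment. In *Wnt4* +/CreGFP *Wt1* co/co kidneys 5 were higher and 1 lower (6 and 1 when adjusted over the list alone, adjusted p = 0.16), and in *Nes*-Cre *Wt1* co/co kidneys 1 was higher and 5 were lower, alone and over all genes (adjusted p = 0.25). The counts depend on *Nes*-Cre *Wt1* co/co replicate 1, without which 3 were higher and 1 lower in the *Pax8* +/Cre, 11 and 2 in the *Wnt4* +/CreGFP and 5 and 4 in the *Nes*-Cre mutant, with no shift past the threshold (adjusted p = 0.25, 0.080 and 0.72). *Lhx1*, which encodes a transcription factor of the renal vesicle, fell by 1.79 in the *Nes*-Cre mutant (standard error 0.26, adjusted p = 7.4e-05, n = 3 per group, limma), by 1.66 against *Wt1* co/co and by 1.62 with array sets cancelled. *Osr2*, an odd-skipped transcription factor gene, fell by 1.67 (adjusted p = 4.4e-05) in the same kidneys and by 1.64 (adjusted p = 9.4e-05) in the *Wnt4* +/CreGFP mutant, while its change in the *Pax8* +/Cre mutant was −0.30 (adjusted p = 0.57). This passed with only the arrays compared (adjusted p = 0.017) and with array weights (−0.32, adjusted p = 0.014). The difference of the *Nes*-Cre and *Pax8* +/Cre effects on the list had an adjusted p of 0.080, and passed without *Nes*-Cre *Wt1* co/co replicate 3 (adjusted p = 0.024), with *Wt1* co/co as the control (adjusted p = 0.026), without background correction (adjusted p = 0.047) and with array sets cancelled (adjusted p = 0.012). Against *Wt1* co/co the list fell in the *Nes*-Cre mutant (adjusted p = 0.023).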

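Of 21 tested endothelial genes, which include those of glomerular capillaries, none was higher in *Wnt4* +/CreGFP *Wt1* co/co or *Pax8* +/Cre *Wt1* co/co kidneys, while 3 and 0 were lower (2 and 0 when adjusted over the list alone, and 8 and 3 without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit). The list shifted by a median log2 change of −0.26 and −0.17 (camera adjusted p = 0.0046 and 0.0017, and 0.29 for both with an estimated correlation). *Cldn5*, which encodes an endothelial tight junction protein, fell by 0.69 in the *Wnt4* +/CreGFP mutant (adjusted p = 0.013, n = 3 per group, limma) and did not pass without *Wnt4* +/CreGFP *Wt1* co/co replicate 1 (−0.66) or 3 (−0.58). Its change in the *Pax8* +/Cre mutant was −0.41 (adjusted p = 0.22). This passed when *Nes*-Cre *Wt1* co/co replicate 1 was left out of the shared fit (adjusted p = 0.020) and with array weights (−0.29, adjusted p = 0.0077). In *Nes*-Cre *Wt1* co/co kidneys 11 genes of the list were lower and 1 higher (11 and 2 when adjusted over the list alone, camera adjusted p = 0.037, and 0.44 with an estimated correlation). This shift did not pass against *Wt1* co/co (adjusted p = 0.27), with array sets cancelled (adjusted p = 0.37), without *Nes*-Cre *Wt1* co/co replicate 2 (adjusted p = 0.054) or without the members shared with another list (adjusted p = 0.065). Only 6 genes were lower without *Nes*-Cre *Wt1* co/co replicate 1. The other two did not pass with *Wt1* co/co as the control (adjusted p = 0.27 and 0.29).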

Enrichment for genes normally found in the stage III and IV renal corpuscle (as defined on http://gudmap.org/Organ_Summaries/component_summary.php?componentID=10) can be recognized in the *Wnt4*^+/CreGFP^- and *Pax8*^+/Cre^-driven mutants. The *Nes*-Cre and *Pax8*^+/Cre^ *Wt1*^co/co^ mutants were enriched for genes normally expressed in the *Ren1*-positive cells from the adult juxtaglomerular apparatus, suggesting that these cells maintain a relatively primitive character. 

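For *Ren1*, the renin gene, the log2 change was −1.19 in *Nes*-Cre *Wt1* co/co (adjusted p = 0.080, n = 3 per group, limma), −0.73 in *Wnt4* +/CreGFP *Wt1* co/co (adjusted p = 0.39) and −0.33 in *Pax8* +/Cre *Wt1* co/co kidneys (adjusted p = 0.85), and none of these passed the test. Without *Nes*-Cre *Wt1* co/co replicate 2 or 3, however, the *Ren1* changes of −1.59 and −1.78 in that mutant passed. So did −1.27 after scaling to the 75th percentile (adjusted p = 0.015) and −1.78 in the authors' normalized values against *Wt1* co/co (adjusted p = 0.023). The *Ren1* change without replicate 1 was only −0.20 and did not pass (adjusted p = 0.53). In the *Wnt4* +/CreGFP mutant the change passed when *Nes*-Cre *Wt1* co/co replicate 1 was left out of the shared fit (adjusted p = 0.016) and with array weights (−0.71, adjusted p = 0.018). Of 16 tested genes of renin cells and the mesangium, 1 was higher and 2 were lower in the *Nes*-Cre mutant, alone and over all genes, or 2 and 5 without *Nes*-Cre *Wt1* co/co replicate 1, and the list did not shift (adjusted p = 0.85 from camera). *Akr1b7*, which encodes an aldo-keto reductase of renin cells, fell by 1.52 (adjusted p = 0.0011) and by 0.97 without *Nes*-Cre *Wt1* co/co replicate 1. *Agtr1a*, an angiotensin receptor gene, fell by 0.86 (adjusted p = 0.0071) and by 0.48 without that replicate. With only the arrays compared neither passed (adjusted p = 0.11 and 0.18). *Gja4*, a connexin gene, rose by 0.54, but its change of 0.15 against *Wt1* co/co did not pass. From the overlap of the increased genes with adult renin-cell genes in the *Nes*-Cre and *Pax8* +/Cre mutants, the paper proposes that these cells keep a primitive character.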

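In *Pax8* +/Cre *Wt1* co/co kidneys the list of renin-cell and mesangial genes held no gene that was higher and 1 that was lower, also when adjusted over the list alone (median log2 change 0.01, camera adjusted p = 0.85). The lower gene was *Gja5*, which encodes a connexin of renin cells, with a log2 change of −0.40 (standard error 0.12, adjusted p = 0.043, n = 3 per group, limma), and its call was lost without any 1 of 5 of the 6 arrays compared. In *Wnt4* +/CreGFP *Wt1* co/co kidneys 2 genes of the list were higher and 2 lower (4 and 3 when adjusted over the list alone, camera adjusted p = 0.98). Leaving *Nes*-Cre *Wt1* co/co replicate 1 out of the shared fit gave 1 higher and 3 lower in the *Pax8* +/Cre and 3 and 5 in the *Wnt4* +/CreGFP mutant. *Ednra*, the endothelin receptor gene of contractile cells, rose in the latter by 0.55 (adjusted p = 0.0061), but by only 0.15 without a call in the authors' normalized values.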

The enrichment for genes normally found in the adult mesangium in the *Pax8*^+/Cre^-driven mutants suggests an origin around the stage at which these mutants arrest for this cell type. 

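Genes of the proximal tubule, which reabsorbs filtered solutes, were lower in every mutant. Of 34 tested, 25 were lower in *Nes*-Cre *Wt1* co/co, 26 in *Wnt4* +/CreGFP *Wt1* co/co and 15 in *Pax8* +/Cre *Wt1* co/co kidneys, and none was higher (27, 31 and 22 when adjusted over the list alone). The median log2 changes were −1.01, −1.0 and −0.65 (camera adjusted p = 2.6e-09, 5.8e-25 and 1.2e-16, and 0.31, 0.18 and 0.22 with an estimated correlation). Without *Nes*-Cre *Wt1* co/co replicate 1 the median in that mutant was −0.55, with 23 genes lower, and the other two, with 31 and 23 genes lower, passed with an estimated correlation as well (adjusted p = 0.018 and 0.025). *Fbp1*, a gluconeogenesis gene, fell by 4.01 (standard error 0.55, adjusted p = 7.6e-05) in the *Wnt4* +/CreGFP and by 2.71 (standard error 0.55, adjusted p = 0.0058) in the *Pax8* +/Cre mutant (n = 3 per group, limma). Of 19 tested genes of the loop of Henle and distal tubule, 13, 7 and 5 were lower in the same order of mutants and none was higher (14, 8 and 7 lower when adjusted over the list alone). Their median changes were −0.87, −0.40 and −0.25 (adjusted p = 1.8e-06, 4.6e-06 and 1.8e-04, and 0.29, 0.29 and 0.40 with an estimated correlation), with −0.58 in the *Nes*-Cre mutant without replicate 1. Without it 12, 11 and 10 genes were lower and the *Wnt4* +/CreGFP shift passed with an estimated correlation too (adjusted p = 0.027), and with *Wt1* co/co as the control the *Pax8* +/Cre shift did not pass (adjusted p = 0.078).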

For the decreased genes, enrichment is strongest for all late developmental and adult cell types in all three mutants (Fig. 3C), consistent with the fact that these stages are not reached in any of the models.

### Functional phenotyping of *Wt1* mutants through genome-wide expression analysis

Gene-set enrichment analysis of the differentially expressed genes performed using ToppGene (Chen et al., 2009) confirmed diverse effects of the three mutants (supplementary material Table S3). For instance, for the increased genes, the most significant ‘Molecular Function’ GO term was ‘receptor binding’ for the *Nes*-Cre *Wt1* conditionals (44 genes, *P*=9.24E–09), ‘platelet-derived growth factor binding’ (3 genes, *P*=2.20E–04) for the *Wnt4*-CreGFP *Wt1* conditionals and ‘phosphoprotein phosphatase activity’ for the *Pax8*^+/Cre^-driven mutants (9 genes, *P*=5.33E–04). 

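Genes of cytosolic ribosomal proteins showed small changes. Of 52 tested, 6 were higher and none lower in *Wnt4* +/CreGFP *Wt1* co/co kidneys (3 when adjusted over the list alone), among them *Rpl22*, a large-subunit gene, with a log2 change of 0.45 (standard error 0.06, adjusted p = 7.6e-05, n = 3 per group, limma). The list rose by a median of 0.12 (camera adjusted p = 0.020, and 0.69 with an estimated correlation), but did not pass with *Wt1* co/co as the control (adjusted p = 0.11). No gene of the list was higher in the authors' normalized values, where *Rpl22* changed by 0.09, or with a fold change of at least 1.5 as a further criterion. In *Pax8* +/Cre *Wt1* co/co kidneys 5 were higher and none lower (7 when adjusted over the list alone, camera adjusted p = 0.77, with 8 higher without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit), with *Rpl22* at 0.48 (adjusted p = 9.6e-05). There the list was higher without *Pax8* +/Cre *Wt1* co/co replicate 1 (adjusted p = 0.020), but lower with *Wt1* co/co as the control (adjusted p = 0.013). In *Nes*-Cre *Wt1* co/co kidneys 14 were higher and 3 lower, alone and over all genes (camera adjusted p = 0.25).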

For the GO term ‘Cellular Component’, the ‘extracellular region part’ was the most significant for the *Nes*-Cre *Wt1*^co/co^ (42 genes, *P*=2.24E–08), ‘cytosolic ribosomal subunit’ for *Wnt4*^+/CreGFP^ *Wt1*^co/co^ (5 genes, *P*=4.11E–05) and ‘basal plasma membrane’ for the *Pax8*^+/Cre^ *Wt1*^co/c^^o^ mutants (5 genes, 1.11E–04). 

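Of 15 tested claudin genes, which encode tight junction proteins, 3 were higher and 7 lower in *Nes*-Cre *Wt1* co/co, 4 higher and 6 lower in *Wnt4* +/CreGFP *Wt1* co/co, and 3 higher and 4 lower in *Pax8* +/Cre *Wt1* co/co kidneys. Adjusted over the list alone the counts were 4 and 7, 4 and 7, and 3 and 5, and without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit 5 and 7, 5 and 7, and 5 and 6. *Cldn4* rose in all 3 mutants, by 0.98 (standard error 0.12, adjusted p = 1.3e-05), 1.12 (standard error 0.12, adjusted p = 4.4e-06) and 0.95 (standard error 0.12, adjusted p = 6.2e-05) on the log2 scale (n = 3 per group, limma), and by 1.00 against *Wt1* co/co in the *Nes*-Cre mutant. *Cldn10*, a claudin of the loop of Henle, fell by 1.08 (adjusted p = 4.3e-06) and 1.38 (adjusted p = 4.1e-07) in the *Nes*-Cre and *Wnt4* +/CreGFP mutants. Its change of −0.49 in the *Pax8* +/Cre mutant (adjusted p = 0.016) did not pass without *Pax8* +/Cre *Wt1* co/co replicate 1 (−0.46) or *Pax8* +/Cre replicate 2 or 3 (−0.48 for each). The family as a whole did not pass in any mutant (camera adjusted p = 0.13, 0.29 and 0.79), but fell in the *Nes*-Cre mutant without *Nes*-Cre *Wt1* co/co replicate 3 (adjusted p = 0.040).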

Correspondingly, the most enriched gene families in the increased genes were ‘Claudins' for the *Nes*-Cre-driven mutants (3 genes, *P*=3.18E–04), ‘ribosomal proteins' for the *Wnt4*^+/CreGFP^ (5 genes, *P*=3.42E–04) and again ‘Claudins' for the *Pax8*^+/Cre^ *Wt1*^co/co^ mutants (3 genes, *P*=5.33E–04). For the decreased genes ‘Molecular Function’ GO terms were most enriched for ‘symporter activity’ for the *Nes*-Cre *Wt1*^co/co^ (9 genes, *P*=9.41E–07), ‘cofactor binding’ for *Wnt4*^+/CreGFP^ *Wt1*^co/co^ (37 genes, *P*=1.84E–17) and ‘transporter activity’ for *Pax8*^+/Cre^ *Wt1*^co/co^ mutants (37 genes, *P*=3.23E-09). 

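*Slc34a1*, the phosphate cotransporter gene of the proximal tubule, fell by 2.89 on the log2 scale in *Nes*-Cre *Wt1* co/co kidneys (adjusted p = 0.011, n = 3 per group, limma) and by 1.20 without replicate 1. Its change of −3.05 with array sets cancelled did not pass (adjusted p = 0.085). *Slc12a1*, which encodes the sodium-potassium-chloride cotransporter of the loop of Henle, fell by 2.15 there (adjusted p = 0.0027), by 1.16 without replicate 1 and by 2.37 with array sets cancelled. With only the arrays compared neither gene passed (adjusted p = 0.27 and 0.18). In *Wnt4* +/CreGFP *Wt1* co/co kidneys *Slc22a6*, an organic anion transporter gene, fell by 3.34 (adjusted p = 6.4e-04), and in *Pax8* +/Cre *Wt1* co/co kidneys *Slc12a3*, the thiazide-sensitive cotransporter gene, fell by 0.70 (adjusted p = 0.0034). Of 31 tested genes of glutathione metabolism, whose enzymes bind cofactors, 13 were lower and 1 higher in the *Wnt4* +/CreGFP mutant, alone and over all genes (camera adjusted p = 1.8e-04, and 0.10 with an estimated correlation). In the *Pax8* +/Cre mutant 7 were lower and 2 higher (11 and 2 when adjusted over the list alone, camera adjusted p = 0.0059, and 0.18 with an estimated correlation). In the *Nes*-Cre mutant 14 were higher and 10 lower (14 and 12 when adjusted over the list alone, camera adjusted p = 0.77). Leaving *Nes*-Cre *Wt1* co/co replicate 1 out gave 14 lower and 3 higher, 10 lower and 4 higher, and 12 higher and 7 lower in the same order. *Gsta2*, a glutathione transferase gene, fell by 2.96 in the *Wnt4* +/CreGFP and by 1.82 in the *Pax8* +/Cre mutant (adjusted p = 1.1e-06 and 3.7e-04).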

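Brush border genes, which encode the enzymes and scaffolds of tubular microvilli, were lower in all 3 mutants. Of 20 tested, 13 were lower in *Nes*-Cre *Wt1* co/co, 12 in *Wnt4* +/CreGFP *Wt1* co/co and 6 in *Pax8* +/Cre *Wt1* co/co kidneys, and none was higher (14, 14 and 8 lower when adjusted over the list alone, and 11, 16 and 10 without *Nes*-Cre *Wt1* co/co replicate 1). *Mep1a*, which encodes the brush border protease meprin alpha, fell by 1.76 on the log2 scale (standard error 0.24, adjusted p = 5.6e-05) in the *Wnt4* +/CreGFP and by 1.43 (standard error 0.24, adjusted p = 8.9e-04) in the *Pax8* +/Cre mutant (n = 3 per group, limma). The latter call was lost in the authors' normalized values. The median changes of the list were −0.57, −1.0 and −0.40 (camera adjusted p = 1.9e-06, 6.1e-12 and 4.4e-08, and 0.31, 0.18 and 0.29 with an estimated correlation). The second passed with an estimated correlation when *Nes*-Cre *Wt1* co/co replicate 1 was left out of the shared fit (adjusted p = 0.025).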

Most significant ‘Cellular Component’ GO terms for the decreased genes were ‘apical part of cell’ for the *Nes*-Cre-driven mutants (13 genes, *P*=6.51E–06) and ‘brush border’ for both the *Wnt4*^+/CreGFP^ (20 genes, *P*=1.96E–16)- and *Pax8*^+/Cre^ (11 genes, *P*=2.39E–10)-driven mutants.

To describe the biological consequences of the different developmental blocks in more detail, we analyzed the ‘Biological Process' GO terms and ‘Human and Mouse Phenotypes' terms using ToppCluster. Increased genes (Fig. 3D) function in positive regulation of cell proliferation, circulatory system development and renal system development, and are involved in increased metanephric mesenchyme apoptosis and absent kidneys for all three mutants. 

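Of 10 tested imprinted growth genes, 5 were higher and 1 lower in *Nes*-Cre *Wt1* co/co, 4 higher and none lower in *Wnt4* +/CreGFP *Wt1* co/co, and none changed in *Pax8* +/Cre *Wt1* co/co kidneys, alone and over all genes. *Igf2*, which encodes an embryonic growth factor, rose by 0.41 on the log2 scale in the *Nes*-Cre mutant (adjusted p = 2.8e-04, n = 3 per group, limma), by 0.27 against *Wt1* co/co, and changed by 0.13 (adjusted p = 0.21) and −0.06 (adjusted p = 0.77) in the other two. The *Nes*-Cre and *Pax8* +/Cre effects on *Igf2* differed by 0.46 (adjusted p = 0.0045), but not past the threshold with *Wt1* co/co as the control of the *Nes*-Cre mutant (0.33, adjusted p = 0.075). *Ndn*, an imprinted growth suppressor gene, rose by 0.97 in the *Nes*-Cre mutant (adjusted p = 2.5e-05) and by 0.39 against *Wt1* co/co. The list rose in the *Wnt4* +/CreGFP mutant (median 0.28, camera adjusted p = 0.037, and 0.31 with an estimated correlation) and not in the *Nes*-Cre (0.20, adjusted p = 0.12) or *Pax8* +/Cre mutant (0.01, adjusted p = 0.68). The *Wnt4* +/CreGFP shift did not pass without replicate 1 of *Nes*-Cre *Wt1* co/co, *Wnt4* +/CreGFP *Wt1* co/co or *Wnt4* +/CreGFP (adjusted p = 0.059, 0.086 and 0.090) or with *Wt1* co/co as the control (adjusted p = 0.26). The *Nes*-Cre shift passed without the members shared with another list (adjusted p = 0.023). Of 30 cell cycle genes, 8 were higher and none lower in the *Wnt4* +/CreGFP mutant, alone and over all genes (median 0.32, adjusted p = 1.8e-04, and 0.50 with an estimated correlation, with 13 higher without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit), among them *Mcm7*, a replication helicase gene, at 0.55 (adjusted p = 0.0017).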

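Of 16 tested genes of the response to hypoxia, 6 were higher and 3 lower in *Nes*-Cre *Wt1* co/co kidneys, and 1 was higher and 2 were lower in *Pax8* +/Cre *Wt1* co/co kidneys, alone and over all genes (4 and 3, and 2 and 2, without *Nes*-Cre *Wt1* co/co replicate 1). The list shifted in neither (camera adjusted p = 0.37 and 0.80), nor in *Wnt4* +/CreGFP *Wt1* co/co kidneys, where 1 gene was lower (adjusted p = 0.85). *Eno1*, which encodes the glycolytic enzyme enolase, rose by 1.20 on the log2 scale in the *Nes*-Cre and by 1.17 in the *Pax8* +/Cre mutant (adjusted p = 7.3e-05 for the latter, n = 3 per group, limma). Against *Wt1* co/co kidneys, however, its change was 0.23 in the *Nes*-Cre and −0.38 in the *Pax8* +/Cre mutant, where this comparison crosses sets of arrays. *Vegfa*, which encodes the hypoxia-induced vascular growth factor, was detected in no *Nes*-Cre *Wt1* co/co array and was at least 1.695-fold lower there (adjusted p = 0.0040). It did not pass against *Wt1* co/co (adjusted p = 0.094) or with array sets cancelled (adjusted p = 0.48). In the *Pax8* +/Cre mutant it was called lower (adjusted p = 0.038), although 2 mutant arrays and no *Pax8* +/Cre array detected it, so no size is given. This call was lost without any 1 of 4 of the 6 arrays compared.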

Increased genes shared by *Nes*-Cre- and *Pax8*^+/Cre^-driven mutants were involved in the negative regulation of cell death, response to hypoxia and positive regulation of cell migration. 

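Of 14 tested genes of the epithelial-to-mesenchymal transition, 10 were higher and 1 lower in *Nes*-Cre *Wt1* co/co kidneys (12 and 1 when adjusted over the list alone), 5 and 1 in *Wnt4* +/CreGFP *Wt1* co/co (7 and 1) and 1 and 1 in *Pax8* +/Cre *Wt1* co/co kidneys (1 and 1). *Vim*, which encodes the mesenchymal intermediate filament vimentin, rose by 0.97 on the log2 scale in the *Nes*-Cre mutant (standard error 0.12, adjusted p = 2.1e-05, n = 3 per group, limma), by 1.01 against *Wt1* co/co and by 1.19 with array sets cancelled. *Mmp2*, a gelatinase gene, rose by 1.03 (adjusted p = 2.9e-05) and *Tgfb3*, which encodes a transforming growth factor, by 1.11 (adjusted p = 2.5e-04), with 0.72 and 1.11 against *Wt1* co/co. The list rose by a median of 0.50 in the *Nes*-Cre mutant (camera adjusted p = 2.7e-04, and 0.31 with an estimated correlation) and of 0.22 without replicate 1 (7 genes higher). It rose by 0.21 in the *Wnt4* +/CreGFP mutant (adjusted p = 0.023, and 0.66 with an estimated correlation). There 8 genes were higher without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit, and the shift did not pass with *Wt1* co/co as the control (adjusted p = 0.12). It did not pass in the *Pax8* +/Cre mutant (0.09, adjusted p = 0.38). The *Nes*-Cre effect exceeded the *Pax8* +/Cre effect (median 0.22, adjusted p = 0.0015, 5 genes higher and 6 when adjusted over the list alone), again not with an estimated correlation (adjusted p = 0.40).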

Increased genes in the *Nes*-Cre *Wt1*^co/co^ kidneys were uniquely involved in nephron development, kidney size and positive regulation of epithelial-to-mesenchymal transition (EMT), whereas phenotypes uniquely linked to the *Pax8*^+/Cre^ *Wt1*^co/co^ mutants include glomerular crescent and abnormal glomerular capillary morphology. An apparent upregulation of the EMT in the *Nes-*Cre *Wt1*^co/co^ is in accordance with the block in the opposite MET we found in the histological examination of this mutant (Fig. 1B). Decreased genes (Fig. 3E) in all three mutants showed a strong correlation with normal kidney function and physiology, and glomerular development. 

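Podocyte genes, which build the glomerular filter, were lower in all 3 mutants. Of 21 tested, 14 were lower and 1 higher in *Nes*-Cre *Wt1* co/co, 10 lower and 1 higher in *Wnt4* +/CreGFP *Wt1* co/co, and 9 lower and none higher in *Pax8* +/Cre *Wt1* co/co kidneys. The counts were 14 and 1, 10 and 2, and 9 and 0 when adjusted over the list alone, and 13 and 2, 12 and 2, and 10 and 0 without *Nes*-Cre *Wt1* co/co replicate 1. *Podxl*, which encodes podocalyxin of the podocyte surface, fell by 0.94, 1.61 and 1.18 on the log2 scale (standard error 0.213 for each, adjusted p = 0.0026, 5.3e-05 and 0.0021, n = 3 per group, limma), and by 0.76 in the *Nes*-Cre mutant without replicate 1. The median changes of the list were −0.22, −0.14 and −0.19 (camera adjusted p = 4.9e-05, 6.0e-06 and 3.7e-09, and 0.22, 0.18 and 0.10 with an estimated correlation), and −0.85, −0.79 and −0.54 with the background read at a detection p of 0.5. When *Nes*-Cre *Wt1* co/co replicate 1 was left out of the shared fit the last 2 passed with an estimated correlation (adjusted p = 0.025 and 0.018), while with *Wt1* co/co as the control the *Pax8* +/Cre shift did not pass (adjusted p = 0.058). The *Nes*-Cre and *Pax8* +/Cre effects on the list did not differ past the threshold (adjusted p = 0.85).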

More specific functions and phenotypes were found to be shared between two mutants or uniquely for single mutants, such as ‘regeneration’ for the *Nes*-Cre-driven mutants, epithelial cell differentiation for the *Pax8*^+/Cre^ *Wt1*^co/co^ mutants (in accordance with this being the only mutant capable of undergoing the normal renal MET) and renal salt wasting shared between the *Nes*-Cre and *Wnt4*^+/CreGFP^ mutants.

### Confirmation of the differential renal phenotypes

The combined data showed that *Nes*-Cre-driven loss of *Wt1* results in disturbance of the MET, whereas *Pax8*-Cre *Wt1*^co/co^ reaches a developmental block after the MET but before tubule maturation and glomerulogenesis. 

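The *Nes*-Cre effect was greater than the *Pax8* +/Cre effect, tested as an interaction, for 656 genes and smaller for 946 at an adjusted p under 0.05 (n = 3 per group, limma). With *Wt1* co/co as the control of the *Nes*-Cre mutant 114 and 193 genes were called, with array sets cancelled 80 and 116, and after scaling to the 75th percentile 275 and 1025, where the median shifted by 0.194. *S100a6*, a calcium-binding protein gene, rose by 2.13 more in the *Nes*-Cre mutant (adjusted p = 0.0022), and *Corin*, which encodes a serine protease, fell by 1.99 more (adjusted p = 0.0035). Neither passed with *Wt1* co/co as the control (1.22 and −1.43). Loop of Henle genes fell further in the *Nes*-Cre than in the *Pax8* +/Cre mutant (median −0.59, camera adjusted p = 0.0083, and 0.66 with an estimated correlation), with a median of −0.18 without *Nes*-Cre *Wt1* co/co replicate 1 (adjusted p = 0.028). Proximal tubule genes (median −0.05, adjusted p = 0.52) and cap mesenchyme genes (median −0.03, adjusted p = 0.85) did not differ past the threshold. Proximal tubule genes did, however, without *Nes*-Cre *Wt1* co/co replicate 3 (adjusted p = 0.021) and with array sets cancelled (adjusted p = 8.9e-04). The paper reasons that decreased genes belong to stages that a mutant does not reach and increased genes to the stage of the block or to ectopic expression. From these stages (Fig. 3) combined with the histology (Fig. 2), which was not analysed here, it concludes that the *Nes*-Cre mutant is disturbed in the MET and the *Pax8* +/Cre mutant blocked after it. The paper then adds time-lapse imaging and antibody staining of cultured kidneys as further evidence, also not analysed here.

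**Figure D2:**
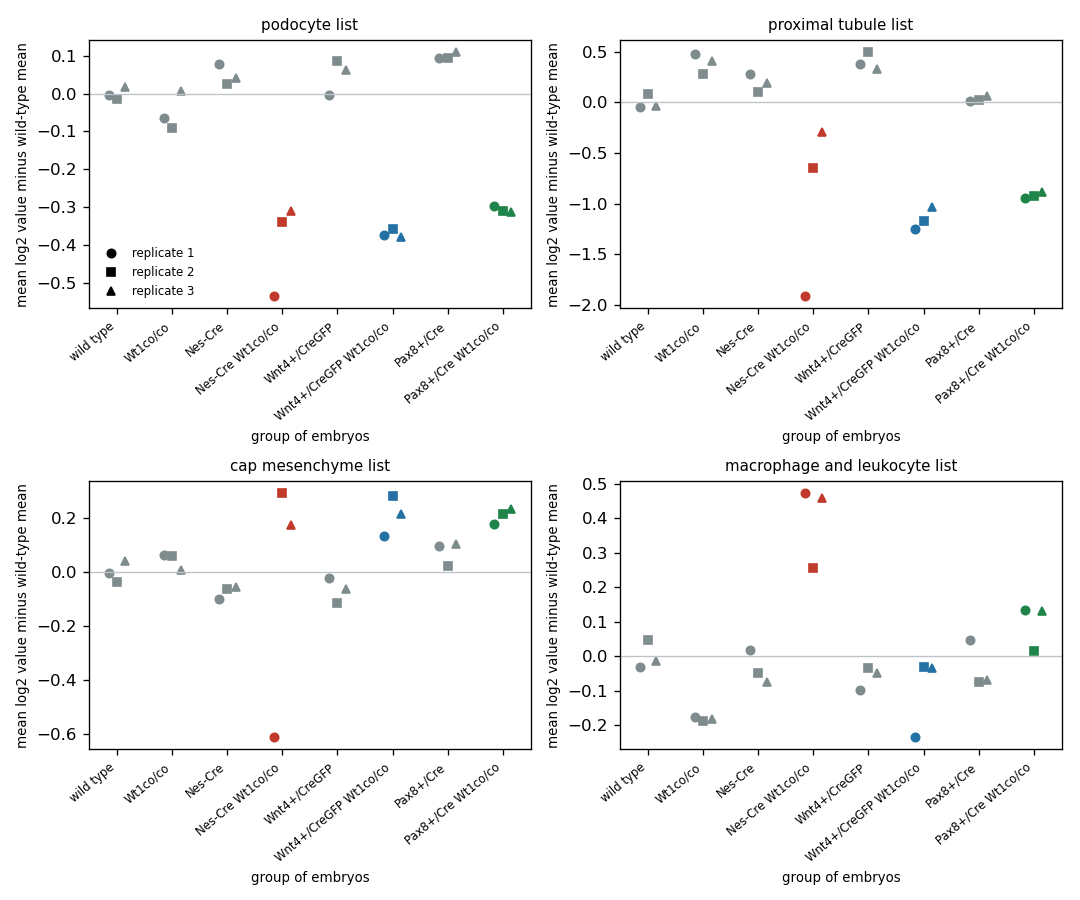
Mean normalized log2 intensity of the podocyte, proximal tubule, cap mesenchyme, and macrophage and leukocyte lists, 1 per panel, in each array of the 8 groups (x axis), relative to the mean of the wild-type arrays (y axis). Podocyte and proximal tubule genes are lowest in the mutants. *Nes*-Cre *Wt1* co/co replicate 1 lies apart from the other replicates of its group in the proximal tubule and cap mesenchyme panels.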

*Wnt4*^+/C^^reGFP^ *Wt1*^co/co^ seems to be a combination of both; the reduced epithelialization suggests that, in some cases, the MET is still disturbed, whereas, in cases where the MET was successful, the resulting nephrons were blocked at the same stage as observed in the *Pax8*^+/Cre^ *Wt1*^co/co^ mutants. We therefore limited a more detailed phenotypic analysis to the *Nes*-Cre *Wt1*^co/co^ and *Pax8*^+/Cre^ phenotypes. We first analyzed the nephrogenic progress in control and mutant kidneys on time-lapse using a *Wt1*^GFP^ knock-in allele (Hosen et al., 2007). This reporter allele lacks *Wt1* exon 1, just as the conventional knockout and our conditional allele (after Cre activity) do. We crossed this allele to the *Wt1*^co^ model; in this combination the reporter allele will remain active in the absence of the wild-type allele and can therefore be used to identify, follow and isolate the mutant cells. In control *Wt1*^co/GFP^ kidneys the brightfield data showed clearly how condensed mesenchymes are formed around the tips of the growing ureteric bud, which subsequently epithelialize and form mature nephrons. The GFP signal (identifying *Wt1* expression) was weak but detectable in the metanephric mesenchyme, increased in the cap-mesenchyme and further increased as the tubular stages are reached, with strong signal only remaining in the podocytes of the mature glomeruli (Fig. 4A and supplementary material Movie 2), thereby closely mimicking the known Wt1 expression pattern. Mutant *Nes*-Cre *Wt1*^co/GFP^ kidneys showed the increase in GFP signal in the cap-mesenchyme but no further development (except in some escaping nephrons as discussed before), whereas the brightfield data showed a corresponding lack of epithelialized structures (Fig. 4B and supplementary material Movie 2). The brightfield signal for *Pax8*^+/Cre^ *Wt1*^co/co^ kidneys showed the formation of condensed mesenchymes and some epithelialization and nephron formation, accompanied by an increase in GFP signal in the cap-mesenchyme and a slight further increase as the early nephrons form; however, complete maturation of the signal as seen in the controls was missing (Fig. 4C and supplementary material Movie 2). The phenotypes found in this time-lapse analysis therefore confirm the histological and microarray analysis of the mutants.

**Fig. 4.**
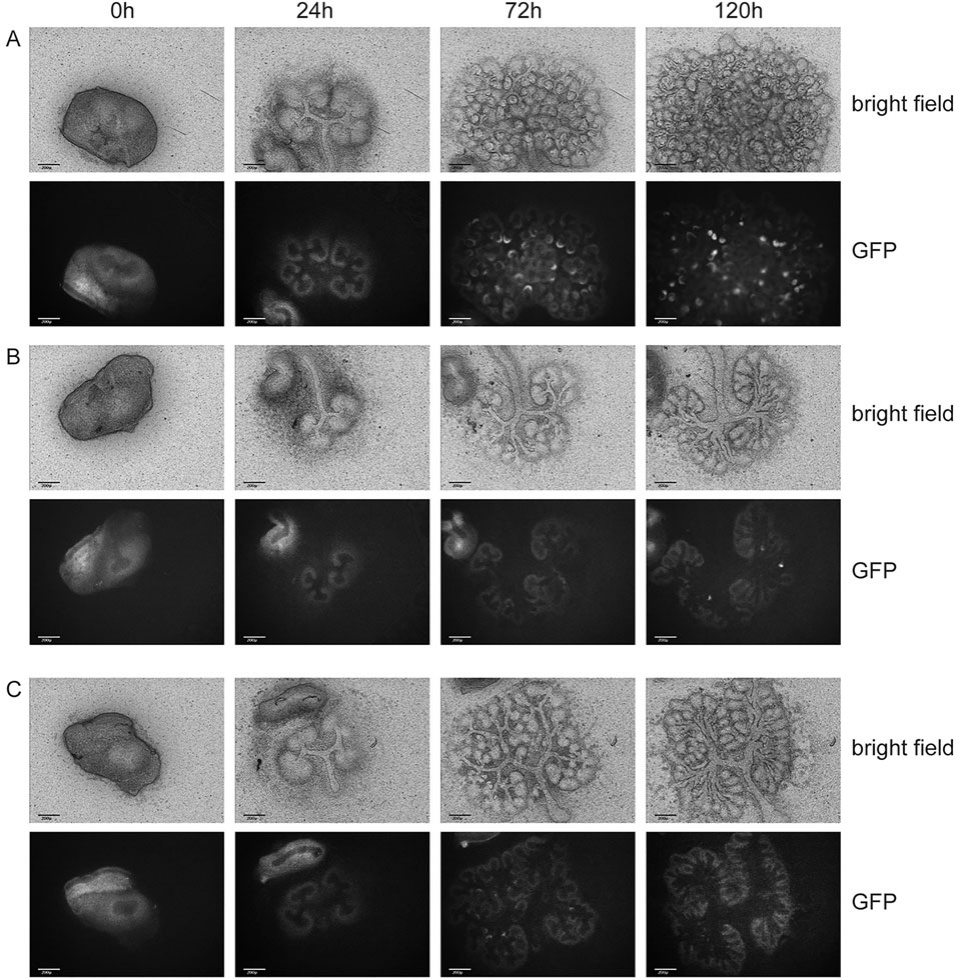
**Time-lapse analysis of control and conditional *Wt1* mutants at the indicated time points.** (A) *Wt1*^co/GFP^ (control). (B) *Nes*-Cre *Wt1*^co/GFP^. (C) *Pax8*^+/Cre^ *Wt1*^co/GFP^. Scale bars: 200 µm.

The phenotypes observed in the E18.5 H&E-stained sections and in the time-lapse analysis were analyzed using antibody staining of kidney organ cultures (Fig. 5). Antibody staining for E-cadherin and Wt1 of control kidneys (*Wt1*^co/co^) showed the expected E-cadherin staining in ureteric bud and developing tubules, the latter confirming the normal MET; Wt1 staining was found in the cap mesenchyme as well as at different stages of tubulogenesis and glomerulogenesis (Fig. 5A). *Nes*-Cre-mediated loss of *Wt1* resulted in an almost complete loss of WT1 staining in the mesenchyme, and the almost complete absence of E-cadherin-positive nephrons confirmed the disturbed MET (Fig. 5B). A few escaping nephrons with increased Wt1 staining indicative of mature podocytes and E-cadherin in the corresponding tubules could easily be identified. In contrast, in *Pax8*^+/Cre^ *Wt1*^co/co^ kidneys, there was a clear increase in Wt1 expression in the cap-mesenchyme as expected for the later loss of Wt1 in this mutant. E-cadherin staining confirmed early stages of tubulogenesis taking place, but Wt1 was lost by the time this stage was reached (Fig. 5C). Using antibodies against Pax8 as a marker for nephron induction and pan-Cytokeratin as an epithelial marker, the same phenotypes were found (Fig. 5D-F). We looked in more detail at the development of the proximal tubules using antibodies against Megalin. Staining for this marker was found in control and *Nes*-Cre *Wt1*^co/co^ samples (Fig. 5G-J) and, as expected, co-staining with anti-Wt1 and -Megalin antibodies confirmed that, in the mutants, Megalin was only found in the escaping nephrons (Fig. 5K-N). In controls, Megalin was found in proximal nephron segments where E-cadherin expression was low. *Pax8*^+/Cre^ *Wt1*^co/co^ kidneys showed expression of Megalin and E-cadherin intermingling, suggesting a patterning defect (Fig. 5O,P).

**Fig. 5.**
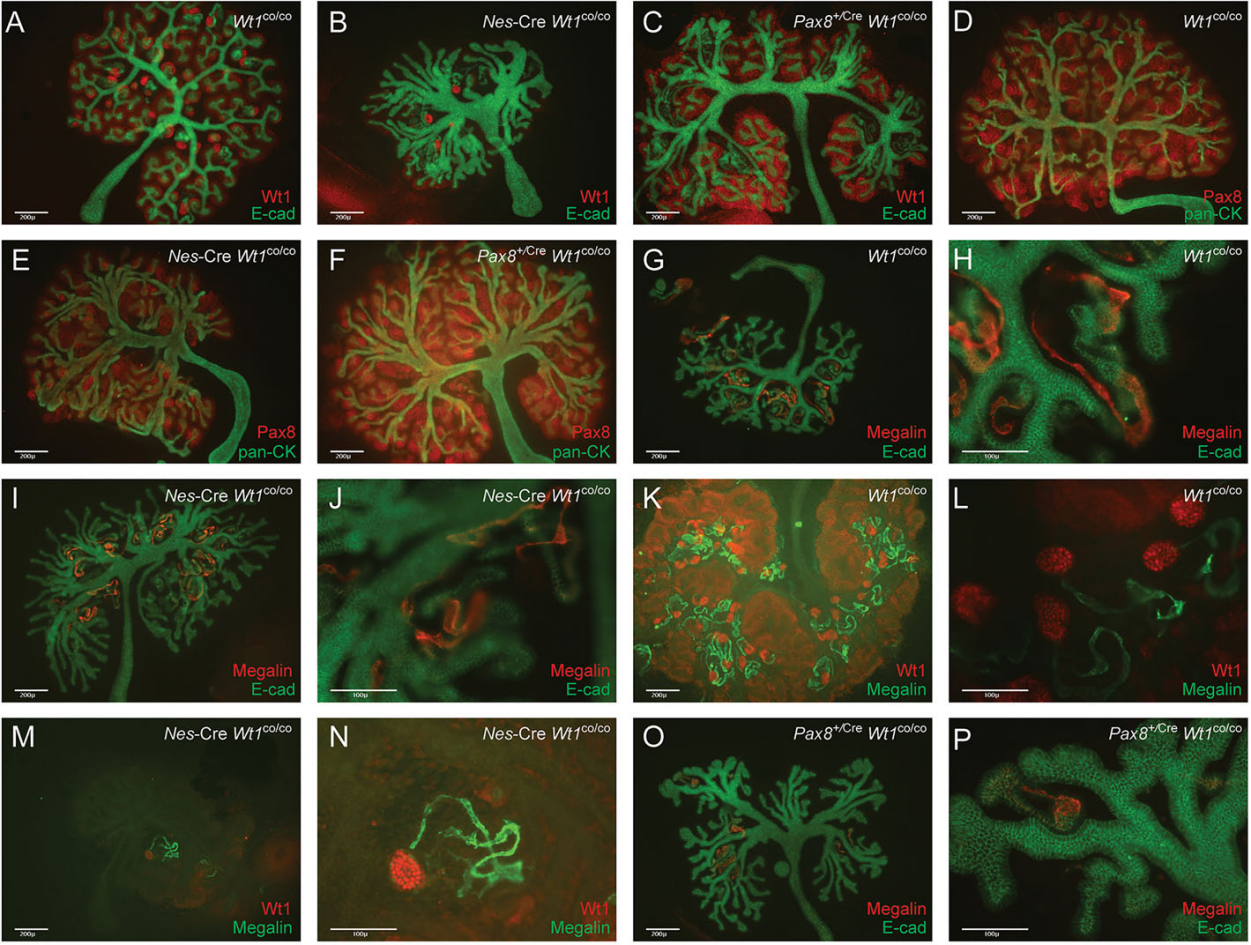
**Antibody staining of cultured kidney rudiments (E11.5+6 days in culture) for Wt1, E-cadherin (E-cad), Pax8, pan-Cytokeratin (pan-CK) and Megalin.** Genotypes and antibodies are indicated.

Wilms' tumour development is in many cases directly linked to a loss of control of the nephrogenic progenitor cells (Hohenstein et al., 2015). In murine embryonic kidneys, Six2 is considered a marker for these progenitor cells (Kobayashi et al., 2008), whereas, in human embryonic kidneys, NCAM1 was identified as a nephron progenitor marker (Harari-Steinberg et al., 2013). We therefore stained the *Nes*-Cre- and *Pax8*^+/Cre^-driven mutants for these markers (Fig. 6). To identify the *Wt1*-mutant cells, we included the *Wt1*^GFP^ allele in this. As shown before (Harari-Steinberg et al., 2013), the expression of Ncam1 overlaps with Six2 expression, but is also found in the epithelialized nephron, especially towards the proximal end. In *Nes*-Cre *Wt1*^co/GFP^ kidneys there was a decrease in the number of Six2^+^ cells, but this is likely linked to the smaller size of these kidneys. However, the Six2^+^ compartment was more disorganized and in some places the signal extended beyond the normal cap mesenchyme that sits closely around the ureteric tip. In addition, there were ectopically located *Wt1*^GFP^-positive cells in the centre of the kidney, most likely corresponding to the extended mesenchyme we identified in the histological analysis (Fig. 2B). These cells are negative for Six2 and Ncam1, suggesting that they are at a stage preceding the progenitor stage or have differentiated to a completely different fate. We also noted that, whereas in the controls there were no *Wt1*^GFP^-positive cells outside the Six2^+^/Ncam1^+^ cap mesenchyme, in the *Nes*-Cre *Wt1*^co/GFP^ kidneys such cells were widespread. Finally, the GFP signal in the cap mesenchyme and the region around it was higher in the *Nes*-Cre-driven mutants than in the controls.

**Fig. 6.**
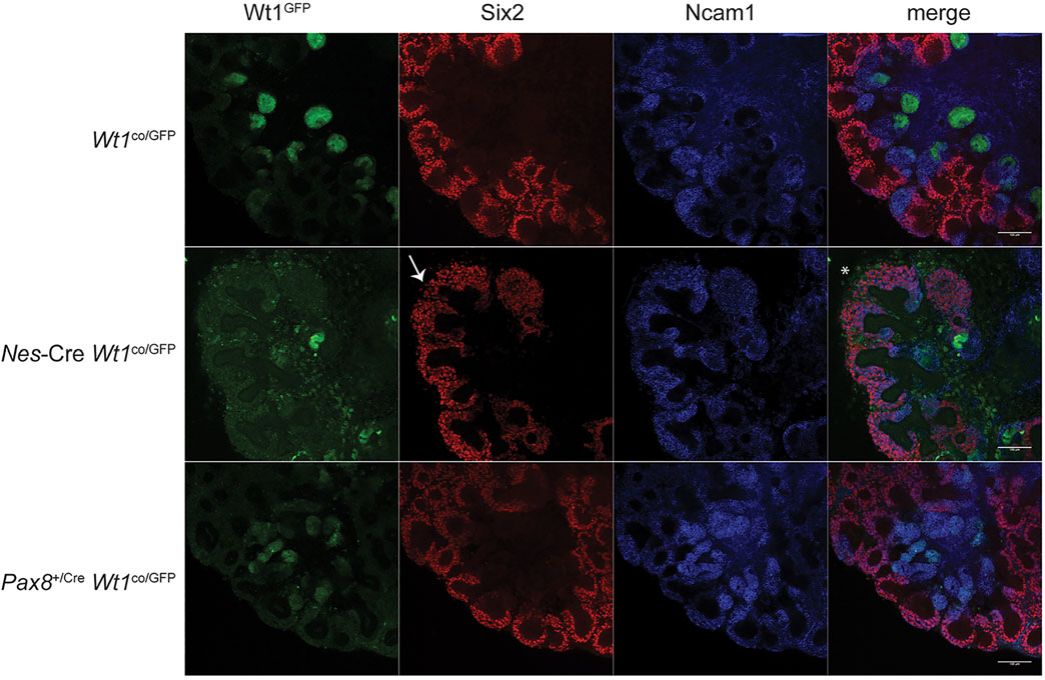
**Antibody staining for nephron progenitor markers (E11.5+6 days in culture).** *Wt1*^GFP^ signal, antibodies and genotypes as indicated. Arrow indicates loose disorganized cap mesenchyme; asterisk indicates mesenchymal *Wt1*^GFP^-positive cells outside the cap mesenchyme. Scale bars: 100 µm.

In comparison, the *Pax8*^+/Cre^ *Wt1*^co/GFP^ mutants did not show the GFP signal in the centre of the kidney, consistent with the absence of the extended mesenchyme in these mutants (Fig. 2D), nor did they show the signal outside the cap mesenchyme. Consistent with the histological data, there were Six2^−^/Ncam1^+^ signals that showed an increase in the GFP signal, confirming that these mutants can reach the post-MET/early tubulogenesis stage but cannot form glomeruli. The Six2^+^ cap mesenchyme was normal, in line with the later developmental block compared to the *Nes*-Cre *Wt1*^co/GFP^ mutants.

We noticed that, in organ cultures from both mutants, the ureteric buds showed an aberrant branching pattern. Whereas control kidneys showed the expected bifurcation and occasional trifurcation (Watanabe and Costantini, 2004), the mutant ureteric buds showed many more branches apparently coming from the same node. To describe this phenotype in more detail we analyzed the dynamics of the ureteric bud branching using time-lapse imaging. For *Nes*-Cre *Wt1*^co/co^ kidneys, we could use the brightfield signal but, in control kidneys, the development of nephrons rapidly obscured the ureteric bud, so for this we used *Hoxb7*-Cre (Yu et al., 2002) to activate the eYFP reporter specifically in the ureteric bud and analyzed the fluorescent signal. These data showed that the phenotype does not result from one tip giving rise to more than two branches. Instead, the branching develops relatively normally for the first 3 days, after which branches stop elongating and bifurcating further but contract while the nodes move into each other. This was confirmed by quantifying branch length, width and angles in mutant and control kidneys (Fig. 7A; supplementary material Fig. S3).

**Fig. 7.**
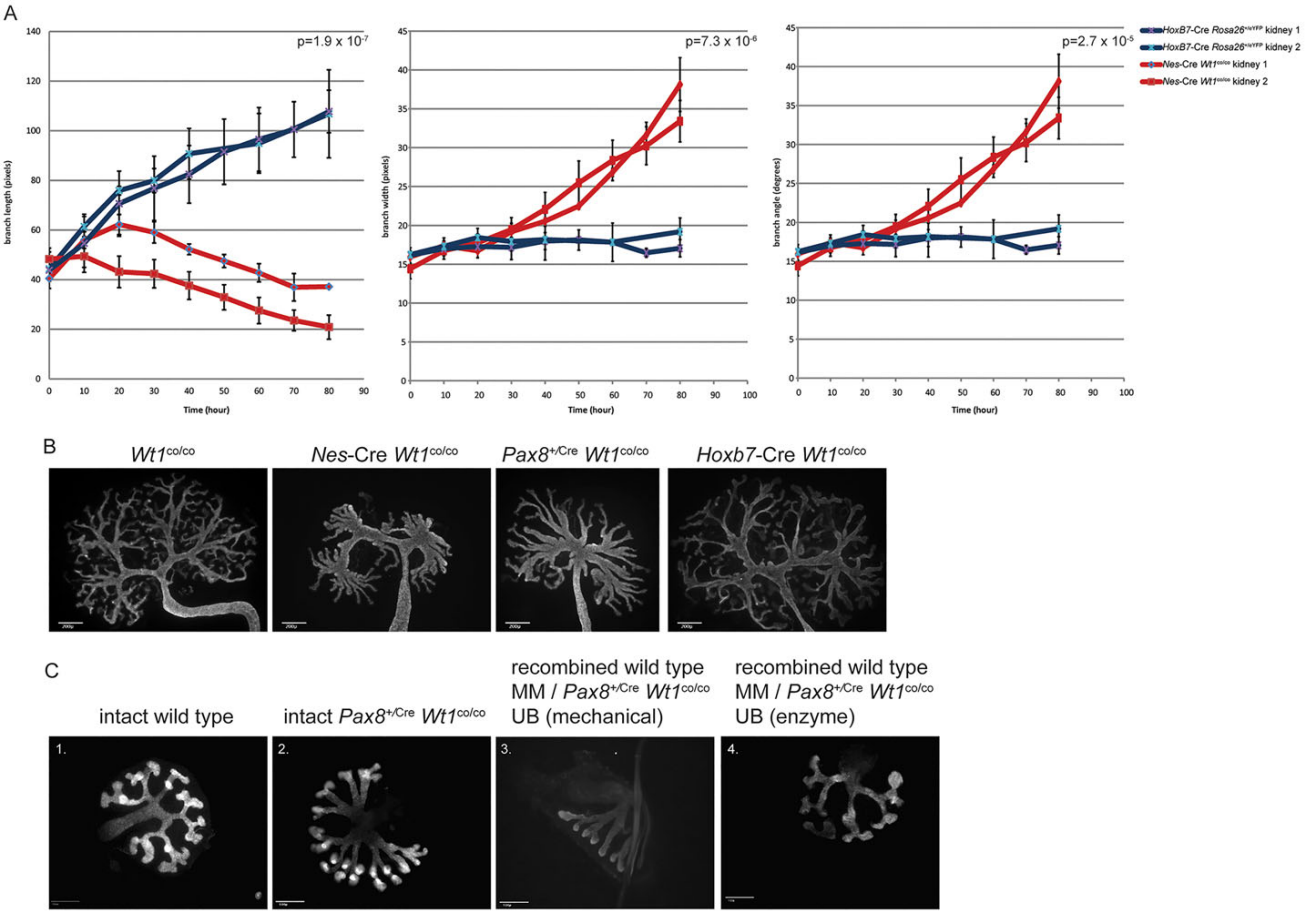
**Branching phenotype in *Wt1* mutants.** (A) Quantification of branch length, width and angle using time-lapse analysis. Two independent mutant and control kidneys were analyzed and shown individually. T=0 is the moment a branch formed. Error bars indicate the s.e.m. of different branches in the same kidney, *n*≥6. *P*-values were calculated using a two-tailed Student's *t*-distribution. (B) Pan-Cytokeratin antibody staining in indicated genotypes (E11.5+6 day culture). Scale bars: 200 µm. (C) Recombination experiments between wild-type mesenchymes and *Pax8*^+/Cre^ mutant ureteric buds stained for calbindin-D-28k antibodies. Scale bars: 100 µm. Panel 1: wild-type kidney (E11.5+2 day culture). Panel 2: *Pax8*^+/Cre^ *Wt1*^co/co^ kidney (E11.5+2 day culture). Panel 3: recombined wild-type mesenchymes with mechanically dissected *Pax8*^+/Cre^ *Wt1*^co/co^ ureteric buds (E11.5+2 day culture). Panel 4: recombined wild-type mesenchymes with mechanically dissected *Pax8*^+/Cre^ *Wt1*^co/co^ ureteric buds (E11.5+2 day culture).

Because no *Wt1* expression has been reported in the ureteric bud, the observation of a branching phenotype in these mutants was unexpected. Although the *Pax8*^+/Cre^ driver is active in the ureteric bud, the *Nes*-Cre seems not to be active there (Fig. 1), making low-level (but functional) *Wt1* expression in the ureteric bud an unlikely cause of the phenotype. To fully exclude this possibility we crossed the *Wt1* conditional knockout with the *Hoxb7*-Cre driver to knockout *Wt1* in the ureteric bud only. *Hoxb7*-Cre *Wt1*^co/co^ mice were born in the expected ratio, and were viable and healthy (data not shown). *Hoxb7*-Cre *Wt1*^co/co^ showed a normal branching pattern in kidney organ culture (Fig. 7B). This shows that the disturbed branching of the ureteric bud is caused by loss of *Wt1* in the mesenchymal compartment. We sought to rescue the branching phenotype using recombination experiments between *Wt1* mutant ureteric buds with wild-type mesenchymes (Fig. 7C). Mechanical dissection of the mutant ureteric bud followed by recombination with wild-type mesenchymes and subsequent *in vitro* culture still showed the branching defect. However, this mechanical dissection leaves a thin layer of mesenchymal cells (in this case *Wt1*-mutant) attached to the ureteric bud. When these cells were removed using trypsin, the wild-type mesenchyme rescued the branching phenotype (Fig. 7C). This not only confirms that the branching phenotype is caused by loss of *Wt1* in the mesenchymal compartment, it identifies the mesenchymal cells directly lining the ureteric bud as the cells from which the phenotype originates.

### Differential Wt1 phenotypes correspond to different Wilms’ tumour sub-groups

Because the *Nes*-Cre and *Pax8*^+/Cre^ drivers result in Wt1 loss immediately before and after the nephron MET, respectively, we reasoned that if disturbance of the MET is indeed important in the formation of Wilms' tumours (Hastie, 1994), characteristics of the tumours might already be found in these E18.5 mutant kidneys. If so, it would suggest that these changes are the direct effects of *WT1* loss rather than events selected for during, or bystander effects of, the tumorigenic process. We compared a published microarray dataset of *WT1*-mutant and *WT1*-wild-type tumours (Corbin et al., 2009) to the *Nes*-Cre *Wt1* conditional and *Pax8*^+/Cre^ *Wt1* conditional datasets (Fig. 8A; supplementary material Table S4). For the decreased genes the biggest overlap was found in the intersection between the *Nes*-Cre *Wt1* conditional and both sets of Wilms' tumour datasets (9 genes) or the *Pax8*^+/Cre^ *Wt1* conditional and both tumour sets (18 genes). We used the ToppGene analysis tool to identify significant functional enrichment in these gene sets. Significant enrichments for both sets were indicative of disturbed kidney function (supplementary material Table S4). For the increased genes, the highest overlap was found between the *Nes*-Cre *Wt1* conditional increased genes and the *WT1*-mutant Wilms' tumour increased genes (13 genes, Fig. 4A). These genes were enriched for muscle-related GO terms (supplementary material Table S4). 

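Of the 13 genes, 11 were tested, and 9 of these were higher and none lower in *Nes*-Cre *Wt1* co/co than in *Nes*-Cre kidneys (10 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples). *Acta1*, the skeletal muscle actin gene, rose by 3.03 on the log2 scale (standard error 1.03, adjusted p = 0.029, n = 3 per group, limma), at least 8.16-fold, but by 0.90 without replicate 1. Its call was lost without any 1 of the *Nes*-Cre arrays, and with array sets cancelled its change of 3.10 did not pass (adjusted p = 0.16). *Tnnt1*, a troponin gene of slow muscle, rose by 1.91 (adjusted p = 0.012) and by 0.81 without replicate 1, and *Lum*, which encodes the matrix proteoglycan lumican, by 1.83 (adjusted p = 0.012) and 0.84. With array sets cancelled the *Tnnt1* change of 2.00 did not pass (adjusted p = 0.089), while *Lum* rose by 3.045. With only the arrays compared *Acta1*, *Tnnt1* and *Lum* did not pass (adjusted p = 0.35, 0.26 and 0.25). *Serpinf1*, which encodes a secreted antiangiogenic factor, rose by 0.70 (adjusted p = 1.6e-04) and 1.01 against *Wt1* co/co. *Pdlim3*, a gene of the muscle Z-disc, did not pass (0.88, adjusted p = 0.32) and was lower without replicate 1 (−0.51), but rose by 1.94 against *Wt1* co/co (adjusted p = 0.046). The list rose by a median of 0.88 (camera adjusted p = 7.7e-04, and 0.44 with an estimated correlation) and of 0.51 without replicate 1. Of the 11 genes 2 were higher in *Wnt4* +/CreGFP *Wt1* co/co kidneys and 1 in *Pax8* +/Cre *Wt1* co/co kidneys (2 in both when adjusted over the list alone, camera adjusted p = 0.086 and 0.22). When *Nes*-Cre *Wt1* co/co replicate 1 was left out of the shared fit 8 and 2 were higher and the list passed in both (adjusted p = 9.9e-04 and 0.0096). In the authors' normalized values it passed in the *Wnt4* +/CreGFP mutant (adjusted p = 0.025). The paper states that the 13 genes, shared with tumours that were not analysed here, are enriched for muscle functions.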

The ‘Molecular Function’ significant hits included ‘myosin binding’ (*P*=3.15E–6), ‘troponin T binding’ (*P*=2.79E–6) and ‘structural constituent of muscle’ (*P*=3.75E–4). Significant hits for the ‘Biological Process' GO term included only muscle-related terms, like ‘muscle filament sliding’ (*P*=1.00E–13), ‘muscle organ development’ (*P*=9.59E–5) and ‘muscle contraction’ (*P*=2.46E–8). Finally, the ‘Cellular Component’ GO term also identified the ‘muscle’ theme, with significant hits including ‘sarcomere’ (*P*=9.30E–12), ‘striated muscle thin filament’ (*P*=2.46E–7) and ‘troponin complex’ (*P*=1.23E–5).

**Fig. 8.**
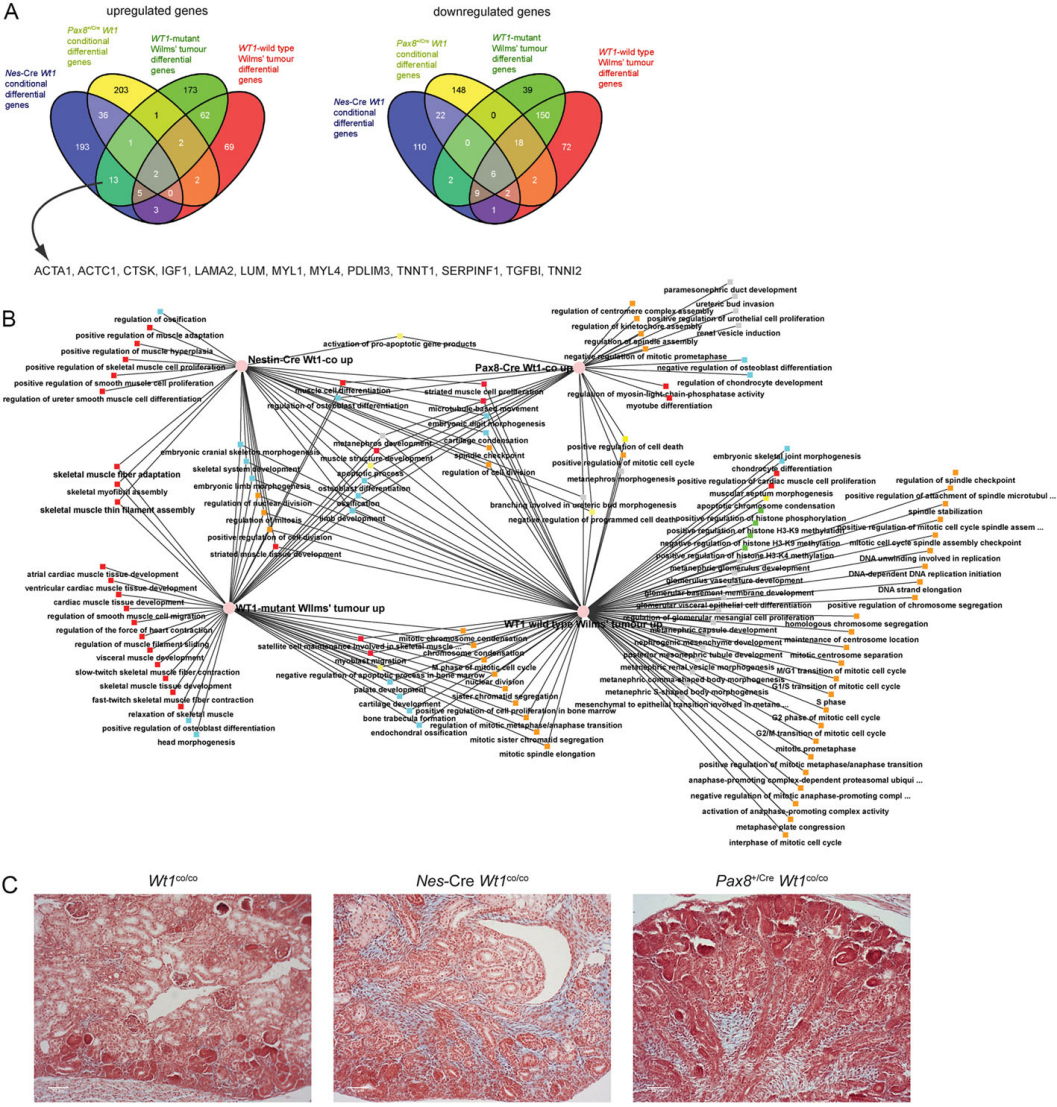
**Comparison of *Nes*-Cre *Wt1*^co/co^, *Pax8*^+/Cre^*Wt1*^co/co^, *WT1*-mutant and *WT1*-wild-type Wilms' tumour microarray data.** (A) Comparison at the gene level. The 13 genes in the *Nes*-Cre *Wt1*^co/co^/*WT1*-mutant Wilms' tumour overlap that give enrichment for muscle functions (see main text) are indicated. (B) Comparison at the GO-term ‘Biological Process'. Red nodes: muscle-related. Light blue nodes: bone/cartilage-related. Yellow nodes: apoptosis-related. Grey nodes: kidney-development-related. Green nodes: histone-modification-related. Orange nodes: cell-cycle-related. (C) Alcian Blue/Alizarin Red staining of E18.5 sections. Scale bars: 50 µm.

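In the authors' normalized values each of the 13 genes is given as a ratio to the median of the *Wt1* co/co arrays. In *Nes*-Cre *Wt1* co/co replicate 1 the ratio was at least 1.5 for 11 of the genes, and in replicates 2 and 3 for 3 each, *Myl1* among them. *Acta1* had ratios of 305, 3.18 and 2.89 in replicates 1 to 3, numbered as in the non-normalized values, and *Myl4*, an atrial myosin light chain gene, had 92.2, 1.35 and 1.26. *Actc1*, the cardiac actin gene, and *Myl1*, a myosin light chain gene, were detected in 2 of 24 arrays each and were not tested, and *Myl1* was not detected in replicates 1 and 3. *Lama2*, which encodes a laminin chain of muscle, had 1.16, 1.19 and 1.17.

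**Figure D3:**
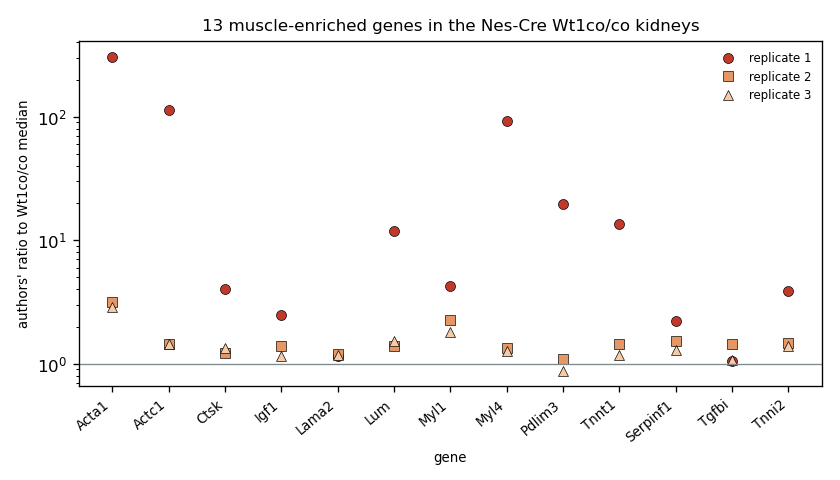
Ratio of each of the 13 genes (x axis) to the median of the *Wt1* co/co arrays in the 3 *Nes*-Cre *Wt1* co/co replicates, from the authors' normalized values, on a log axis (y axis). Replicate 1 lies above the other two for most of the genes.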

We analyzed the increased gene sets in more detail at the functional level using ToppCluster for ‘Biological Process' GO terms. Enriched terms were colour coded for different categories to enable the visual recognition of patterns in the datasets (Fig. 8B). In accordance with the comparison at the gene level, muscle-related terms (red nodes) strongly cluster with the *Nes*-Cre *Wt1* conditional and/or *WT1*-mutant Wilms' tumours samples. Within these datasets, a ‘developmental cascade’ can be recognized; terms uniquely enriched in the *Nes*-Cre *Wt1*^co/co^ samples are related to muscle cell proliferation and differentiation, in the overlap between the *Nes*-Cre *Wt1*^co/co^ and *WT1*-mutant tumours for filament assembly and uniquely in the *WT1*-mutant tumours for muscle-function-related terms, such as contraction and relaxation, as well as differentiation into specific muscle types. 

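Of 19 tested striated muscle genes outside the 13, 6 were higher and none lower in *Nes*-Cre *Wt1* co/co kidneys, alone and over all genes. *Des*, which encodes the muscle intermediate filament desmin, rose by 3.38 on the log2 scale (standard error 0.58, adjusted p = 3.1e-04, n = 3 per group, limma), by 2.49 against *Wt1* co/co and by 2.24 without replicate 1. *Eno3*, the muscle enolase gene, rose by 2.20 and by 1.21 without replicate 1. With only the arrays compared neither passed (adjusted p = 0.092 and 0.17). The list shifted by a median of 0.27 (camera adjusted p = 0.021, and 0.78 with an estimated correlation), and of 0.06 without replicate 1, where 9 genes were higher and the test still passed (adjusted p = 0.0011). With an estimated correlation it did not pass there either (adjusted p = 0.13), nor did it with all replicates and array sets cancelled (adjusted p = 0.057). Smooth muscle genes rose as well, with 3 of 12 higher (2 when adjusted over the list alone), a median of 1.33 and an adjusted p of 0.027 (0.85 with an estimated correlation), but without replicate 1 the median was 0.02 and the shift did not pass (adjusted p = 0.93). *Tpm2*, a tropomyosin gene of both muscle types, was at least 4.2-fold higher, with a log2 change of 0.81 without replicate 1. It did not pass with array sets cancelled (1.94, adjusted p = 0.14), with only the arrays compared (adjusted p = 0.29) or in the authors' normalized values against *Wt1* co/co (1.36, adjusted p = 0.10). Neither list passed in the *Wnt4* +/CreGFP (adjusted p = 0.95 and 0.89) or *Pax8* +/Cre mutant (adjusted p = 0.85 for each). Striated muscle genes were, however, higher in the *Wnt4* +/CreGFP mutant in the authors' normalized values (adjusted p = 0.0099).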

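Only 8 of 32 listed cartilage and bone genes were detected well enough to be tested. In *Nes*-Cre *Wt1* co/co kidneys 1 was higher and 1 lower, in *Wnt4* +/CreGFP *Wt1* co/co kidneys 2 were higher and 1 lower, and in *Pax8* +/Cre *Wt1* co/co kidneys 1 was higher and 1 lower, with the same counts when adjusted over the list alone. *Akp2*, which encodes the alkaline phosphatase of bone and kidney, was the gene that fell, by 0.55 (adjusted p = 4.4e-04), 1.03 (adjusted p = 1.5e-06) and 0.67 (adjusted p = 3.1e-04) on the log2 scale (n = 3 per group, limma). The list did not pass in any mutant (camera adjusted p = 0.96, 0.85 and 0.85).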

GO terms related to bone and cartilage processes (blue nodes) do not show such dataset-specific enrichment clustering. 

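Of 20 tested p53 and apoptosis genes, 5 were higher and 1 lower in *Nes*-Cre *Wt1* co/co kidneys and 2 were higher and none lower in *Pax8* +/Cre *Wt1* co/co kidneys, alone and over all genes (7 and 3, and 4 and 0, without *Nes*-Cre *Wt1* co/co replicate 1). *Bcl2l11*, which encodes the pro-apoptotic protein Bim, was detected in no *Nes*-Cre array and was at least 1.27-fold higher in the *Nes*-Cre mutant (adjusted p = 7.7e-04, n = 3 per group, limma), with a log2 change of 0.32 against *Wt1* co/co. It did not pass with only the arrays compared (adjusted p = 0.097). *Bax*, another pro-apoptotic gene, rose by 0.48 (adjusted p = 0.0092), but its change of 0.39 with array sets cancelled did not pass. *Apaf1*, which encodes the core of the apoptosome, rose by 0.42 in the *Pax8* +/Cre mutant (adjusted p = 0.016), a call lost without *Pax8* +/Cre *Wt1* co/co replicate 1 or 2 (0.37 and 0.38) or *Pax8* +/Cre replicate 1 (0.38). The list rose in the *Pax8* +/Cre mutant (median 0.08, camera adjusted p = 0.037, and 0.29 with an estimated correlation), but not in the *Nes*-Cre mutant (adjusted p = 0.77), and the effects did not differ past the threshold (adjusted p = 0.68). The *Pax8* +/Cre shift did not pass without *Pax8* +/Cre *Wt1* co/co replicate 1 or 3 (adjusted p = 0.060 and 0.096) or *Pax8* +/Cre replicate 3 (adjusted p = 0.084), with *Wt1* co/co as the control (adjusted p = 0.24) or in the authors' normalized values (adjusted p = 0.0504). Of the same genes 5 were higher and none lower in *Wnt4* +/CreGFP *Wt1* co/co kidneys (5 and 1 when adjusted over the list alone, adjusted p = 0.54, with 5 and 2 without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit).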

Apoptosis-related GO-term enrichment (yellow nodes) are spread over the four datasets as well, but there is a remarkable shift from enrichment of pro-apoptotic GO terms for the two mouse samples to negative regulation of apoptosis in the tumour samples. Enrichment for epigenetic modifier functions (green nodes), especially H3K4 and H3K9 methylation, is uniquely found in the *WT1*-wild-type tumours. Cell cycle/cell division enrichment (orange nodes) is also biased towards the *WT1*-wild-type tumours, although not exclusively. 

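Among the 30 tested cell cycle genes, 2 were higher and 5 lower in *Nes*-Cre *Wt1* co/co kidneys (1 and 5 when adjusted over the list alone) and 1 was higher and none lower in *Pax8* +/Cre *Wt1* co/co kidneys, alone and over all genes. The balance depends on *Nes*-Cre *Wt1* co/co replicate 1, without which 7 were higher and 4 lower in the *Nes*-Cre and 3 higher in the *Pax8* +/Cre mutant. Neither shift passed the test (camera adjusted p = 0.54 and 0.090), and the effects did not differ past the threshold (adjusted p = 0.080). The difference passed without *Nes*-Cre *Wt1* co/co replicate 2 or 3 (adjusted p = 0.014 and 0.021) or *Pax8* +/Cre replicate 1 (adjusted p = 0.044), and with *Wt1* co/co as the control (adjusted p = 0.0070). The *Pax8* +/Cre shift passed without *Nes*-Cre *Wt1* co/co replicate 1 (adjusted p = 0.047) or *Pax8* +/Cre replicate 1 (adjusted p = 0.044), and with that control (adjusted p = 0.012). *Mcm6*, a replication helicase gene, fell by 0.53 on the log2 scale in the *Nes*-Cre mutant, while *Aurka*, which encodes a mitotic kinase, fell by 1.21 there but changed without a call by −0.36 against *Wt1* co/co, by 0.12 with array sets cancelled and by 0.315 when replicate 1 was left out as well. *Cdca8*, a chromosome passenger gene, rose by 0.57 in the *Pax8* +/Cre mutant (adjusted p = 0.027, n = 3 per group, limma), a call lost without any 1 of 5 of the 6 arrays compared.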

Notably, whereas all samples show enrichment for some cell-division-related GO terms, the *WT1* wild-type tumours show enrichment for regulation of every possible aspect of cell cycle control, including every phase transition, spindle functions, checkpoints, DNA replication and chromosome separation. 

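Of 8 tested genes of the ureteric tip, 1 was higher in *Nes*-Cre *Wt1* co/co kidneys (0 when adjusted over the list alone) and none changed in *Wnt4* +/CreGFP *Wt1* co/co or *Pax8* +/Cre *Wt1* co/co kidneys (camera adjusted p = 0.96, 0.85 and 0.96). Of these genes 4, 3 and 1 were higher without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit. Of 19 collecting duct genes, 6 were higher and 4 lower in the *Nes*-Cre (6 and 5 when adjusted over the list alone, adjusted p = 0.85), 2 higher and 5 lower in the *Wnt4* +/CreGFP (2 and 5, adjusted p = 0.52), and 1 higher and 3 lower in the *Pax8* +/Cre mutant (1 and 6). In the latter the list fell, with a median log2 change of −0.18 (adjusted p = 0.026, and 0.29 with an estimated correlation). This fall did not pass without *Pax8* +/Cre replicate 3 (adjusted p = 0.079) or with *Wt1* co/co as the control (adjusted p = 0.078). The counts without *Nes*-Cre *Wt1* co/co replicate 1 were 6 and 3, 5 and 7, and 2 and 8. *Krt18*, an epithelial keratin gene, rose by 1.83 in the *Nes*-Cre mutant (adjusted p = 3.5e-05, n = 3 per group, limma) and by 1.04 against *Wt1* co/co. Its call was lost with only the arrays compared and in the authors' normalized values against *Wt1* co/co. *Slc26a4*, the anion exchanger gene of intercalated cells, fell by 0.33 (adjusted p = 5.4e-04) in the *Pax8* +/Cre mutant. The *Nes*-Cre and *Pax8* +/Cre effects on the collecting duct list did not differ past the threshold (adjusted p = 0.42). They did without *Nes*-Cre *Wt1* co/co replicate 1 (adjusted p = 0.0038). *Wnt9b*, which encodes the inducer of the nephron, changed by 0.01 in the *Nes*-Cre and −0.10 in the *Pax8* +/Cre mutant without a call, but its change of 0.37 in the *Nes*-Cre mutant passed without replicate 1.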

Finally, GO terms related to kidney development (grey nodes) are found for the *Pax8*^+/Cre^ *Wt1*^co/co^ kidneys and the *WT1*-wild-type Wilms' tumours but not in the *Nes*-Cre *Wt1*^co/co^ and *WT1*-mutant Wilms' tumour samples, consistent with an early, pre-MET, origin of these tumours.

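Striated muscle genes outside the 13 rose more in *Nes*-Cre *Wt1* co/co than in *Pax8* +/Cre *Wt1* co/co kidneys, with a median difference of 0.23 in log2 change (camera adjusted p = 0.014, and 0.74 with an estimated correlation). The size rests on *Nes*-Cre *Wt1* co/co replicate 1, without which the median was 0.05 with 6 genes higher (adjusted p = 3.4e-04, and 0.10 with an estimated correlation). For the 13 genes, which are not independent evidence, since the study chose them on these samples, the median difference was 0.86 (adjusted p = 0.014, and 0.66 with an estimated correlation). It was 0.35 without that replicate, where 5 genes were higher and 1 lower, while no single gene passed with all replicates, alone or over all genes. The 8 tested cartilage and bone genes did not differ past the threshold between the mutants (camera adjusted p = 0.85). *Col9a2*, a collagen gene of cartilage, rose by 0.65 on the log2 scale in the *Nes*-Cre mutant (adjusted p = 0.0026, n = 3 per group, limma) and by 0.36 without replicate 1. It did not pass with array sets cancelled (0.60, adjusted p = 0.060) or with only the arrays compared (adjusted p = 0.17). *Sp7*, which encodes the bone transcription factor osterix, rose by 0.14 in the *Pax8* +/Cre mutant (adjusted p = 0.0096), and by 0.68 with the background read at a detection p of 0.5. For muscle the paper proposes early differentiation in the *Nes*-Cre mutant.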

The *Nes*-Cre *Wt1*^co/co^ kidneys showed an expression signature consistent with early muscle differentiation, but an increased differentiation towards bone and cartilage could be recognized in both mutants (Fig. 8B). We therefore analyzed these kidneys with histological stains commonly used to detect bone (Alizarin Red) and cartilage (Alcian Blue). Alizarin Red could be detected throughout both mutant and control kidneys (Fig. 8C); this was much less intense than seen in developing bone in the same sections (not shown). We do not know whether the signal we saw in the kidneys is aspecific or indicates the presence of calcium throughout the control and mutant kidneys. Alcian Blue was not found in the control kidneys, but was seen in the expanded mesenchyme in the *Nes*-Cre *Wt1*^co/co^ throughout the nephrogenic zone and the medulla (Fig. 8C). Some Alcian Blue staining was found in the *Pax8*^+/Cre^ *Wt1*^co/co^ mutant kidneys but only in the medulla and not throughout the nephrogenic zone.

These data demonstrate that the primary results of pre-MET *Wt1* loss, as modelled by the *Nes*-Cre *Wt1*^co/co^ mice, are the earliest event in the development of *WT1*-mutant Wilms' tumours. The *WT1*-wild-type tumours show a closer phenotypic resemblance to the effects of the post-MET *Pax8*^+/Cre^-mediated loss of *Wt1*, even though the initiating genetic event will be different for these tumours. Separating the two types of Wilms' tumours through phenotypic overlap with these two mouse models identifies clear biological differences between the tumour types.

## DISCUSSION

Wilms' tumour is an archetypal example of a tumour that is the direct effect of disturbance of normal development. The developmental origin provides an important platform to describe the earliest events of the tumorigenic process. Although different groups of Wilms' tumours have been described, the genetically best-defined group still remains the 15-20% of cases that are caused by biallelic loss of the *WT1* tumour suppressor gene. To understand how loss of *WT1* causes Wilms' tumours, a better understanding of its role in normal kidney development is essential. To this end, we have used a conditional *Wt1*-knockout mouse model and different Cre drivers, thereby focussing on the MET at the onset of nephrogenesis.

### Wt1 as a ‘master facilitator’ of kidney development

We have previously shown that Wt1 is essential for renal nephron formation (Davies et al., 2004) through direct activation of *Wnt4* (Essafi et al., 2011). Here we provide a detailed study of the *Nes*-Cre *Wt1*^co/co^ phenotype using time-lapse imaging, antibody staining and genome-wide expression analysis. The combination of the lack of epithelialization and extended mesenchyme in E18.5 embryos, the *ex vivo* time-lapse phenotype of the *Nes*-Cre *Wt1*^co/co^, the antibody staining of organ cultures (E-cadherin, Pax8, pan-cytokeratin, Megalin, Six2 and Ncam1), the gene enrichment analysis on the microarray data (all this study) and the loss of direct activation of *Wnt4* (Essafi et al., 2011) leave no doubt that this mutant demonstrates the direct role of Wt1 in the control of the nephron MET. Using the *Pax8*^+/Cre^ driver, we show that loss of Wt1 immediately after the MET leads to a block in nephrogenesis after tubulogenesis is initiated but before tubule maturation and glomerulogenesis take place. Antibody staining for E-cadherin and Megalin showed that, although nephrons start to form in *Pax8*^+/Cre^ *Wt1*^co/co^ mutants, the developing nephrons lose their proximal-distal patterning, with both markers being co-expressed along the axis.

Wt1 is expressed at many stages of kidney development of mouse (Armstrong et al., 1993) and human (Pritchard-Jones et al., 1990) nephrogenesis, and, combined with previously published data, the different models used here show that it might have different, albeit essential, functions at all these stages (Ozdemir and Hohenstein, 2014). In the intermediate mesoderm Wt1 has a pro-survival role, demonstrated using the conventional *Wt1* knockout (Kreidberg et al., 1993). Next, Wt1 controls the MET leading to nephron formation (this study and Essafi et al., 2011). Post-MET, Wt1 is essential for tubule maturation and glomerulogenesis (this study). Wt1 is essential for podocyte function as shown by the development of glomerular sclerosis in mice heterozygous for the conventional knockout (Guo et al., 2002; Menke et al., 2003) and *Wt1*^+/R394W^ (Gao et al., 2004; Ratelade et al., 2010) alleles. Because these mutations are present from early in development, a developmental cause of these phenotypes cannot be excluded. However, the renal phenotype in our adult body-wide conditional *Wt1*-knockout model confirms that *Wt1* is essential for podocyte function and maintenance (Chau et al., 2011).

Given the absence of Wt1 expression in the ureteric bud, the branching phenotype was unexpected. However, the combination of the lack of phenotype in the *Hoxb7*-Cre *Wt1*^co/co^ mutants and the recombination experiments undoubtedly place the origin of this phenotype in the mesenchymal-derived component of the developing kidney. Our time-lapse analysis indicated that the phenotype is the result of dynamic remodelling of an apparent normal branched ureteric bud. We recently presented a ‘node retraction’ mechanism similar to this but at a slightly later time point through which early Y-shaped branches convert to parallel V-shaped branches (Lindstrom et al., 2015). The data presented here could implicate Wt1 in the cells lining the ureteric bud in controlling this morphological change.

We previously showed how Wt1 can control the chromatin state of a complete target locus through the ‘chromatin flip-flop’ mechanism, and suggested it does this to control the accessibility of its target loci to other signals and pathways (Essafi et al., 2011). Based on the accumulating functions of Wt1 in different stages of kidney development as shown here, we extend this to propose a ‘master facilitator’ role for Wt1. Using the chromatin flip-flop, Wt1 could oversee correct development at the chromatin level by allowing some genes to respond to specific signals but preventing other genes to respond to these signals at a given developmental stage. At a later stage though, Wt1 could allow these genes to respond to these signals, if it has altered the chromatin state to a submissive state via the flip-flop mechanism. This model would explain why loss of Wt1 would lead to a block in nephron development at different stages. As shown for the control of *Wnt4* expression, loss of Wt1 locks the target locus at the chromatin level and expression cannot be induced, even if a gene-specific activation signal, like a canonical Wnt signal (Karner et al., 2011; Park et al., 2012), is still present. Vice versa, this model would predict that Wt1 activity is not instructive; even if it opened up a locus, the expression of the locus would still depend on another signal. This way, Wt1 facilitates correct development, making the gene necessary but not sufficient.

The differentially expressed genes in our mutant models will be a mixture of direct and indirect Wt1 targets, as well as changes that reflect the stage at which nephron development was blocked. We focused our analysis on the latter and showed that comparing genome-wide differential gene sets and cell-type-specific expression signatures from the GUDMAP projects is an efficient way of identifying and describing the developmental blocks in the different mutants. Identifying the direct Wt1 targets in the differential gene sets and describing the exact role of Wt1 is far from straightforward and falls outside the scope of the current work. Firstly, Wt1 controls gene expression of target genes in a dichotomous manner: the same target gene can be activated in one tissue and repressed in another, or even in different developmental stages of the same tissue (Essafi et al., 2011). The repetitive nature of nephron induction and the expression of Wt1 in different stages of nephron development means that E18.5 samples, as used here, will consist of cell types in which WT1 can activate and repress the same targets, and will contain cell types in which Wt1 is already lost and those where it is still present. For this reason, comparing differential genes from our analysis to E18.5 Wt1 ChIP-seq data as recently published (Motamedi et al., 2014) does not provide conclusive data on targets of Wt1 in specific cell types that could explain the phenotypes described here, nor could the mode of action of Wt1 (activating or repressing) in these phenotypes be deduced from it. We compared our differential genes to the top 1000 peaks from Motamedi et al. (2014) and identified several strong candidates for direct Wt1 targets in our data (supplementary material Table S2), although conservative use of our array data as well as the ChIP-seq data means that this list is far from complete. Confirmation and correct interpretation of these candidates would require means of specifically isolating the mutant cells from the complex samples described above and is currently not possible.

### Wt1 loss and the origins of Wilms’ tumours

A number of microarray studies have described that Wilms' tumours resemble cells from the developing kidney around the MET stage, and found a clear distinction between the *WT1*/β-catenin mutant and wild-type subsets of tumours (Corbin et al., 2009; Dekel et al., 2006; Fukuzawa et al., 2009; Gadd et al., 2012; Li et al., 2002, 2004). Some of these studies have proposed a different developmental origin for these two subgroups based on expression analysis of established tumours (Fukuzawa et al., 2009; Gadd et al., 2012). Gadd et al. analyzed 224 tumours and proposed that *WT1*/β-catenin mutant tumours originate from the intermediate mesoderm, whereas the *WT1*/β-catenin wild-type tumours would originate from the metanephric mesenchyme. Experimental confirmation of this has so far been lacking. The only existing mouse model for *WT1*-deficient Wilms' tumours is based on a combination of conditional *Wt1* loss with activation of *Igf2* (through loss of H19; Hu et al., 2011). Although tumours with this combination of genetic aberrations can be found in patients, phenotypically they are closer to the *WT1*-wild-type subset than the *WT1*/β-catenin mutant tumours (Gadd et al., 2012). Moreover, this mouse model is driven by a low-dose tamoxifen-controlled ubiquitous activation of Cre, making it difficult to determine the exact developmental stage these tumours arose from.

Given the different development stages where nephron development in our mutant models is blocked, we decided to compare the genome-wide expression patterns of the mice to the two main groups of human Wilms' tumour (*WT1*-mutant and *WT1-*wild-type). This comparison showed a close resemblance between the *Nes*-Cre *Wt1*^co^ mutants and the *WT1*-mutant tumours, especially with respect to the ectopic muscle development signature, whereas the phenotype in the *Pax8*^+/Cre^ *Wt1*^co^ mutant kidneys more resembled the one found in *WT1*-wild-type Wilms' tumours. This would suggest that the latter originates in a developmental block at the same stage as the *Pax8*^+/Cre^-driven mutants even if the causative mutation is different and currently unknown. Whereas our data provides experimental support for the model put forward by Fukuzawa et al. (2009) and Gadd et al. (2012) on different developmental origins of these two groups of tumours, our data suggests different developmental stages than deduced by Gadd et al. from the expression profile of the tumours. The authors suggested an intermediate mesoderm origin for the *WT1*-mutant tumours and a metanephric mesenchyme origin for the *WT1*-wild-type cases. If the *Nes*-Cre *Wt1*^co^ phenotype models the first events in the development of *WT1*-mutant tumours as we propose based on the block before the MET stage, the expanded mesenchyme and the muscle differentiation signature, the stage of origin of *WT1*-mutant tumours must be later than the intermediate mesoderm. It is clear from the conventional knockout that loss of *Wt1* at that stage results in an apoptotic response rather than developmental block (Kreidberg et al., 1993). We serendipitously found a single surviving *Nes*-Cre *Wt1*^co/co^ mouse that developed a stromal predominant Wilms' tumour at 5 months of age in the right kidney. Because this mouse had a larger than usual number of escaping nephrons in the left kidney, we assume that this kidney kept the mouse alive to allow the development of the tumour from the right kidney. We do not present this single case as a mouse model for Wilms' tumours, but it does confirm that an MET block can give rise to these tumours. Equally, the post-MET/early tubulogenesis block found in the *Pax8*^+/Cre^ *Wt1*^co^ kidneys more resembles the epithelial nature of *WT1*-wild-type tumours. So, although order of developmental blocks in our data is the same as proposed by Gadd et al., the exact stages have shifted. Interestingly, a recent analysis of Wilms' tumour cancer stem cells (CSCs) has shown that these cells dedifferentiate to an early developmental stage to form the bulk of the tumour (Shukrun et al., 2014), indicating that the histology (and by extension the expression pattern) of a Wilms' tumour does not necessarily represent the stage of origin of the tumour.

Our analysis of Six2 and Ncam1 expression showed that the expanded mesenchyme we observe in the histological analysis of the *Nes*-Cre-driven *Wt1* mutants is negative for both these nephron progenitor cell markers. This can be explained by either this mesenchyme originating from the nephron progenitor cells but differentiating to a completely different cell fate, or the expanded mesenchyme originating from a stage preceding the nephron progenitor stage. At present we cannot exclude the former, but the latter would be in full accordance with the *Wt1*-mutant tumours originating from an earlier developmental stage. This expanded mesenchyme also stains positive for Alcian Blue and these mutants show an early muscle-development gene signature. Although E18.5 *Nes*-Cre *Wt1*^co^ kidneys do not show histologically recognizable muscle tissue, the recognition of an early muscle-differentiation signature just a week after loss of *Wt1* could suggest that this is a direct effect of this loss that does not require the activating mutations in *CTNNB1* that are found in the majority of these tumours. It could suggest an inhibiting role for Wt1 on muscle development. The literature on this is contradictory. One study described that overexpression of Wt1 in myoblast cells did indeed inhibit their differentiation (Miyagawa et al., 1998), but a second study could not confirm this (Tiffin et al., 2003). The data presented here clearly justifies more work on this. We propose that, prior to the condensation of the mesenchyme to form the cap, the kidney cells still have the potential to form other mesodermal tissues, and Wt1 is stopping them from doing so using the same chromatin flip-flop and master-facilitator mechanisms as discussed above. At later stages the cells become committed to a renal fate, and subsequently Wilms' tumours arising after this step (the *WT1*-wild-type tumours) cannot form the ectopic tissues found in the *WT1*-mutant cases. Of note, although generally the occurrence of ectopic differentiation is considered a characteristic of the *WT1*-mutant subset of tumours, there are cases known which have mutations in *CTNNB1* but not in *WT1*. Instead they lack expression of *WT1* and show a gene expression signature comparable to the *WT1*-mutant tumours (for instance, tumour set WT-A2 in Corbin et al., 2009). One could argue that these tumours are in effect the same as the *WT1*-mutant tumours, having no functional WT1 protein in combination with a *CTNNB1* mutation. Although the initiating event would be different (and currently unknown) from the *WT1*-mutant subset, the developmental stage at which this initiating event would occur would be the same as in *WT1*-mutant tumours. For instance, a gene upstream of *WT1* expression at this stage could be affected, leading to this phenotype. Alternatively, the dedifferentiation of the Wilms' tumour CSCs as described by Shukrun et al. (2014) could play a role in the ectopic differentiation found in these tumours. Either way, better understanding of this group of tumours could provide valuable new insights into the link between stage of origin and Wilms' tumour phenotype.

If our interpretation of the *Nes*-Cre- and *Pax8*^+/Cre^-driven *Wt1* mutants and how they compare to *WT1*-mutant and *WT1*-wild-type tumours is correct, our data also highlights other differences between these two tumour groups. Most remarkable is the presence of classic cancer hallmark GO terms in the *WT1*-wild-type tumour/*Pax8*^+/Cre^ *Wt1* conditional sets but absence of these in the *Nes*-Cre-driven mutants/*WT1*-mutant tumours. A picture emerges where the *WT1*-mutant tumours start as a purely developmental problem, almost like a teratoma that is restricted to the mesodermal lineage, whereas the *WT1*-wild-type tumours are more classical cancers right from the start. This difference, if correct, would mean that very different treatment regiments would be needed to treat these different tumour groups. Indeed, with the present therapies, the *WT1*-mutant subset of tumours is much better treatable than their *WT1*-wild-type counterpart.

In conclusion, we have generated a developmental series of renal *Wt1* mutants. The data presented here identify the MET and early tubulogenesis stages as developmental steps under control of *Wt1*, suggesting a role as ‘master facilitator’ of kidney development. Comparison of the mutant mouse kidney expression data to Wilms' tumour data is consistent with a block in MET as the origin of *WT1*-mutant Wilms' tumours and highlights clear biological differences between these tumour types.

## MATERIALS AND METHODS

### Mouse lines

All animal experiments were approved by the University of Edinburgh ethical committee and according to Home Office legislation. Animal models used were the following: Wt1^tm1.1Ndha^ (*Wt1* conditional; Martinez-Estrada et al., 2010); Wt1^tm1^^.1Ndha^. *Wt1*-GFP (Hosen et al., 2007); Wt1^tm1Nhsn^. *Nes*-Cre (Tronche et al., 1999); Tg(Nes-cre)1Kln. *Pax8*^+/Cre^ (Bouchard et al., 2004); Pax8^tm1(cre)Mbu^. *Wnt4*^+/CreGFP^ (Shan et al., 2010); Wnt4^tm2(EGFP/cre)Svo^. Hoxb7-Cre (Yu et al., 2002); Tg(Hoxb7-cre)13Amc. *Rosa26*^+/eYFP^ (Srinivas et al., 2001); Gt(ROSA)26Sor^tm1(EYFP)Cos^. Germline Cre mice were a kind gift from Dr D. J. Kleinjan, IGMM, University of Edinburgh. All experiments were done using mice of mixed C57BL/6/129Ola background with varying generations backcrossing to C57BL/6.

### Immunohistochemistry

Embryos were taken at E18.5 and fixed in freshly prepared 4% paraformaldehyde overnight at 4°C. Following fixation the embryos were paraffin embedded, sectioned at 7 μm and stained with haematoxylin/eosin. Alcian Blue and Alizarin Red staining was done as described elsewhere (Bancroft and Stevens, 1990).

### Kidney organ cultures

Kidneys at the T-bud stage of development were isolated from E11.5 embryos and cultured on 0.4 µm pore size Transwell filters in Minimum Essential Medium Eagle medium with 10% newborn calf serum, 1% penicillin and streptomycin. For antibody staining kidneys were fixed in ice-cold methanol for 10 min, washed briefly in PBS and blocked in PBS, BSA-Azide overnight at 4°C. Primary antibodies [Pax8 (ProteinTech, cat. 10336-1-AP) 1:200, Pan-Cytokeratin (Sigma, cat. C2562) 1:800, E-Cadherin (BD Biosciences, cat. 610182) 1:800, WT1-C19 (Santa Cruz, cat. sc192) 1:200, Megalin (kindly given by Prof. Thomas Willnow, MDC-Berlin) 1:1600, Six2 (LifeSpan Biosciences, LS-C10189) 1:100, Ncam1 (Sigma, cat. C9672) 1:100] were incubated overnight at 4°C. The following day six 1 h washes in PBST (500 ml PBS+500 μl 10% Triton) were carried out at room temperature. Secondary antibodies [Alexa-Fluor donkey anti-rabbit 594, 1:400 (Invitrogen, cat. A21207), Alexa-Fluor donkey anti-mouse 488 1:400 (Invitrogen, cat. A21202) and Alexa-Fluor goat anti-mouse IgG1 (γ1) (for Ncam1 staining, Invitrogen A-21240)] were incubated overnight at 4°C, followed by six 1-h washes in PBST, as above. The kidneys were mounted in Vectashield mounting medium for fluorescence (Vector Labs, cat. H-100). Immunofluorescence was observed and recorded on an imaging system comprising a Coolsnap HQ CCD camera (Photometrics Ltd, Tucson, AZ) and Zeiss Axioplan II fluorescence microscope with Plan-neofluar objectives of a Nikon A1R confocal microscope. Image capture and analysis were performed using in-house scripts written for IPLAB Spectrum (Scanalytics Corp., Fairfax, VA) or Fiji/ImageJ.

The Time Lapse Imaging system comprised a Zeiss Axiovert 200 fluorescence microscope (Carl Zeiss, Welwyn, UK), Lambda LS 300W Xenon source and 10-position excitation and emission filter wheels (Sutter Instruments, Novato, CA) populated with a Chroma #86000 filter set (Chroma Technology Corp., Rockingham, VT), ASI PZ2000 3-axis XYZ stage with integrated piezo Z-drive (Applied Scientific Instrumentation, Eugene, OR), Photometrics Coolsnap HQ_2_ CCD camera (Photometrics, Tucson, AZ) and Solent Scientific incubation chamber with CO_2_ enrichment (Solent Scientific, Segensworth, UK). Image capture was performed using Metamorph software (Molecular Devices, Sunnyvale, CA).

The measurements were taken every 10 h using IPLAB image analysis software (Scanalytics, MD, USA) on the still images obtained from the time-lapse movies. In order to synchronize the measurements between different kidneys and between different branches, the moment that the branch of interest bifurcated was redefined as time 0.

### Microarray analysis

Total RNA was purified from E18.5 kidneys using RNAeasy micro columns and on-column DNase treatment (Qiagen). Samples were labelled using the Illumina^®^ TotalPrep™ RNA Amplification Kit (Life Technologies) and analyzed on Ref8 v2 BeadChips (Illumina). Data was analyzed using Genespring. 

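Across genes, which are not independent replicates, *Nes*-Cre *Wt1* co/co replicate 1 correlated with the other two replicates at r = 0.909 and 0.912, while the other two correlated at 0.992 and every pair within another group at 0.989 to 0.997. The array quality weight of limma was 0.042 for this replicate. Genes of the bladder lining were far higher in it, as *Upk2*, a uroplakin gene, had an intensity of 3376 against 158 and 235 in replicates 2 and 3, and *Upk1a* 980 against 72.5 and 72.2. *Hoxb7*, a gene of the ureteric bud, had 191 against 1250 and 903, and *Aqp2*, the water channel gene of the collecting duct, 53.9 against 256 and 232. The genes of this comparison were chosen after their values were seen, and the methods do not say which sample failed.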

All samples were analyzed in biological triplicates except for *Nes*-Cre *Wt1*^co/co^ where one sample failed the analysis QC. Overlaps in differentially expressed genes between different mutants were identified using Venny (http://bioinfogp.cnb.csic.es/tools/venny/index.html). Gene-set enrichment analysis was done using ToppGene (http://toppgene.cchmc.org/) and ToppCluster (http://toppcluster.cchmc.org/). Networks were manually ordered, categorized and coloured in Cytoscape 3.02 (Smoot et al., 2011). Microarray genomics data can be found under GEO dataset record GSE70892.

## Supplementary Material

Supplementary Material

# Supplementary material for: Deducing the stage of origin of Wilms' tumours from a developmental series of Wt1-mutant mice
**Source:** Dis Model Mech. 2015 Aug 1;8(8):903–17. doi: 10.1242/dmm.018523
**Supplement:** Supplementary Material

Supplementary Material 

# Deducing the stage of origin of Wilms' tumours from a developmental series of *Wt1*-mutant mice

## DMM018523 Supplementary Material

- Supplementary Material

# Supplementary material for: Deducing the stage of origin of Wilms' tumours from a developmental series of Wt1-mutant mice
**Source:** Dis Model Mech. 2015 Aug 1;8(8):903–17. doi: 10.1242/dmm.018523
**Supplement:** Supplementary Material

Supplementary Figures

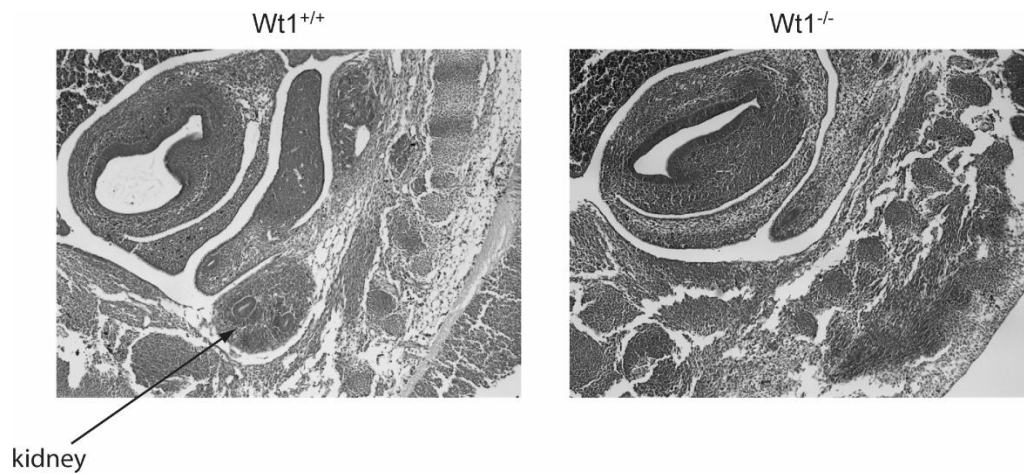

Fig S1. H&E staining of E12.5 embryo sections of wild-type (*Wt1*^{+/+}) and homozygous *Wt1* conditional embryos after deletion of *Wt1* using a germline Cre deleter strain (*Wt1*^{-/-}).

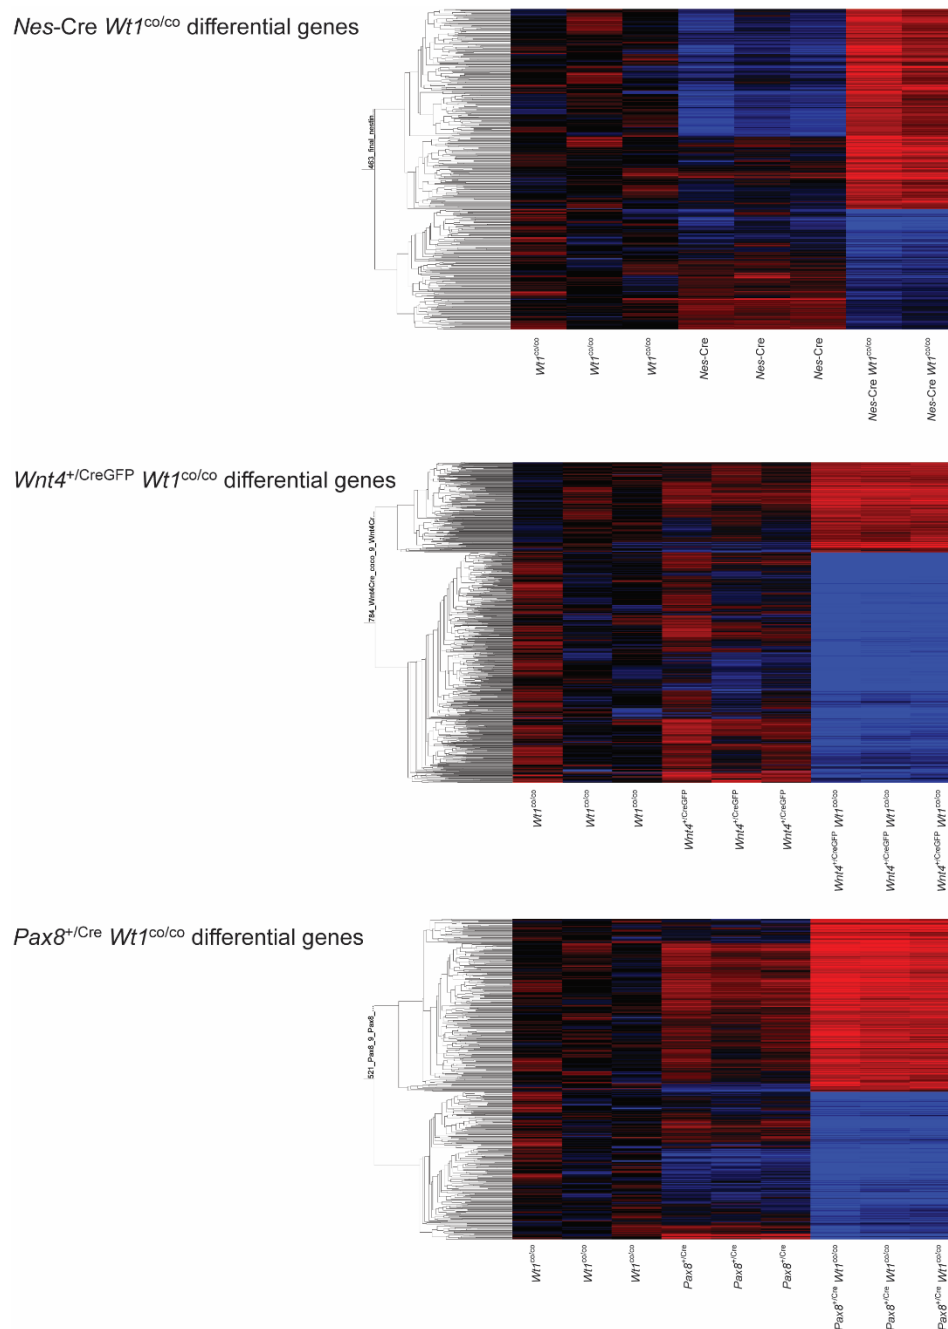

Fig S2. Identification of differentially expressed genes in *Nes-Cre Wt1^{co/co}*, *Wnt4^{+/CreGFP} Wt1^{co/co}* and *Pax8^{+/Cre} Wt1^{co/co}* from E18.5 total kidney samples.

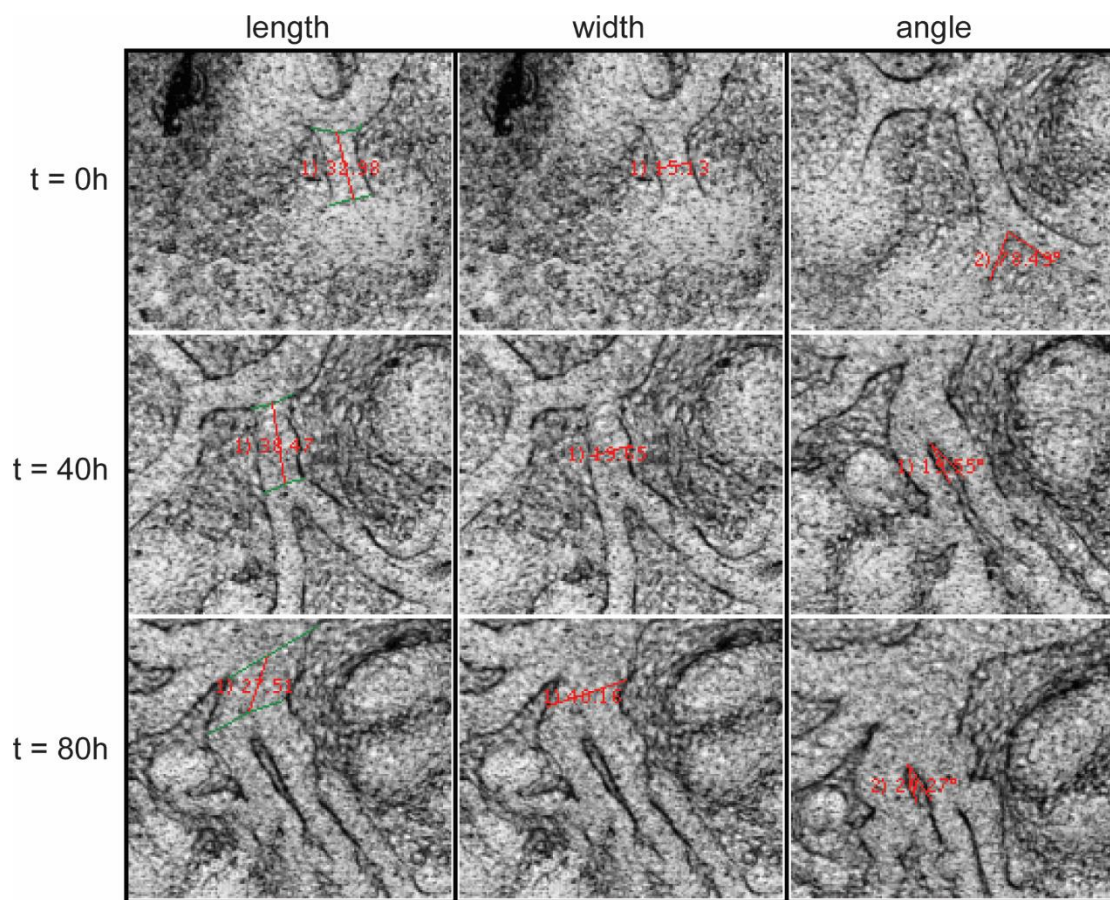

Fig S3. Example of length, width and angle measurement of the same branch at three different time points.

Supplementary movies

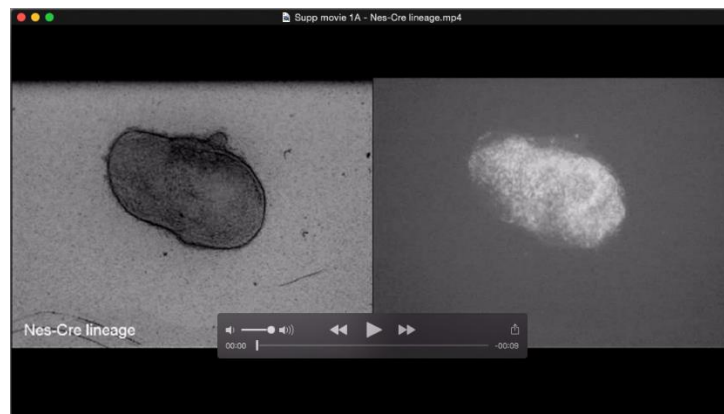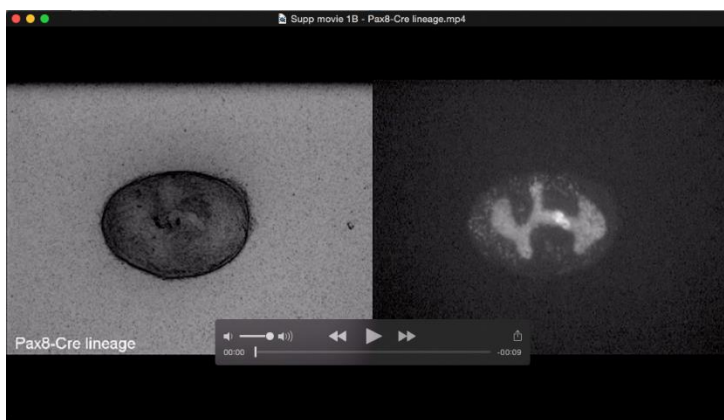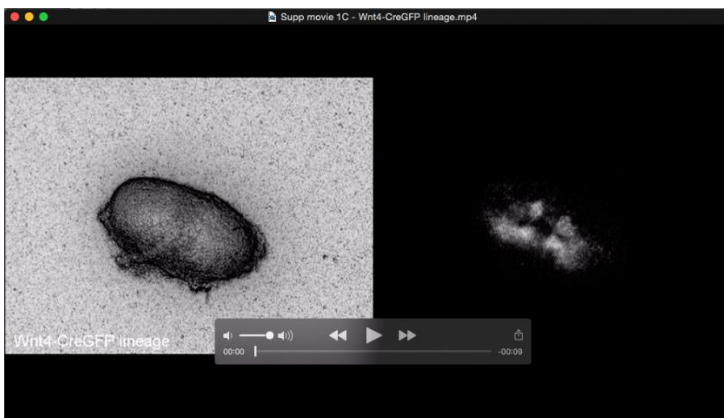

Movie S1. Renal time-lapse lineage tracing of the three Cre drivers crossed using *Rosa26^{eYFP}*. Left: brightfield channel; Right: FITC channel (eYFP signal).

- A. *Nes*-Cre lineage tracing
- B. *Pax8*^{+/Cre} lineage tracing
- C. *Wnt4*^{+/CreGFP} lineage tracing

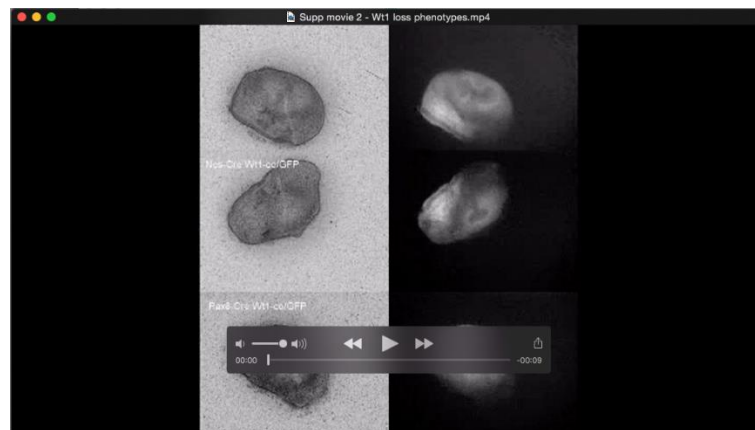

Movie S2. Time-lapse analysis of mutant *Wt1* renal phenotypes.

Supplementary Tables

Table S1. Differentially expressed genes.

[Click here to Download Table S1](#)

Table S2. Candidate direct Wt1 targets

[Click here to Download Table S2](#)

Table S3. Geneset Enrichment Analysis increased and decreased genes

[Click here to Download Table S3](#)

Table S4. Mutant mouse kidney – human tumour comparison

[Click here to Download Table S4](#)

How the deposited data were processed for this re-analysis (not part of the article)

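Total RNA from E18.5 kidneys was labelled and hybridised to MouseRef-8 v2 BeadChips by the authors, with 3 embryos in each of 8 groups. The intensities, as deposited, are bead signals on a linear scale with 1 value per gene symbol and without background subtraction or normalization, and how probes of a gene were combined is not given in the sources used here. The detection p-values, as deposited, compare each intensity with the negative control beads of its array. The ratio values were made by the authors, who name GeneSpring without a version or settings, and each is a linear ratio to the median of 3 control arrays of a set of 6. The control group is *Wt1* co/co for *Nes*-Cre *Wt1* co/co, wild type for *Nes*-Cre, *Wnt4* +/CreGFP for its mutant and *Pax8* +/Cre for its mutant. The numbers of replicates 1 and 3 are exchanged between the intensities and the ratio values in every group, and the text follows the intensities. Matched that way, with replicate 2 unchanged, the columns correlate across genes at r = 0.9989 to 1. The chip of each array, the scanner software and the genome build of the probes are not given in the sources used here.

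The intensities were processed in R 4.3.3 with limma 3.58.1, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The function neqc inferred the background from the detection p-values, added an offset of 16, quantile-normalized the arrays and took log2. Genes needed a detection p under 0.01 in at least 3 of 24 arrays. A linear model with 1 mean per group was fitted to all 24 arrays by limma with empirical Bayes variances (16 residual and 1.32 prior degrees of freedom), and p-values were adjusted by the method of Benjamini and Hochberg within each comparison. A gene was called at an adjusted p under 0.05, and every adjusted p of a single gene in the text is from limma. The median standard error of a log2 change was 0.0800, and 0.113 with array sets cancelled.

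Each mutant was compared with kidneys carrying the same Cre. Where *Wt1* co/co is the control instead, the comparisons of the *Wnt4* +/CreGFP and *Pax8* +/Cre mutants cross sets of arrays. The *Nes*-Cre and *Pax8* +/Cre effects were compared as a difference of differences, and each control group was compared with wild-type kidneys. Lists of genes, 34 in all, were tested in the 3 mutant comparisons and the difference of effects by camera of limma with a preset correlation of 0.01, adjusted over all 136 tests, and again with an estimated correlation, with fry of limma and without members shared with another list. They cover the podocyte, proximal tubule, loop of Henle and distal tubule, brush border, ureteric tip, collecting duct, cap mesenchyme, renal vesicle and S-shaped body, stroma, endothelium, renin cell and mesangium, striated and smooth muscle, the 13 genes of the paper, cartilage and bone, claudins, ribosomal proteins, cell cycle, p53 and apoptosis, hypoxia, the epithelial-to-mesenchymal transition, epithelial junction and keratin, canonical Wnt targets, imprinted growth, glutathione metabolism, macrophages, erythroid cells, immediate early response, sex-linked genes, and liver, adrenal gland, gonad, fat and nerve as other tissues. For list counts adjusted over the list alone, the p-values of the list's genes were adjusted among themselves. For genes detected in no array of 1 of the groups, the change is given as at least so many fold, with the mean of the other group set against the mean over that group's arrays of the higher of the gene's own value and the lowest value of any detected gene on the array (normalized log2 values).

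The genes named are, per mutant comparison, the 10 largest changes each way among called genes whose 3 mutant and 3 control arrays do not overlap, 5 each way for the difference of effects, every gene the paper names, and up to 4 members of each list with the largest changes. The text uses a part of these, and some are not reported here. Alternatives fixed beforehand were no background correction, scaling to the 75th percentile, the authors' ratio values, no or a stricter detection filter, a fit of only the arrays compared, the replicate number as a block, array weights, a fold change of at least 1.5 with adjusted or unadjusted p or a plain two-sample test, *Wt1* co/co as the control, sex as a covariate and each array left out in turn. Chosen after the data were seen were the array sets cancelled, *Wt1* co/co as the control of the *Nes*-Cre mutant alone, these without *Nes*-Cre *Wt1* co/co replicate 1, the shared fit without that replicate for the other mutants and with an estimated correlation, the background read at a detection p of 0.5, and a urothelium list. Genes near *Wt1* were taken as the 200 nearest protein-coding genes on each side in place of a fixed distance, and 95.1% of the tested genes could be placed. No array was left out of the main results. The tumour and chromatin data of the paper were not analysed here.

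In a simulation on the *Pax8* +/Cre comparison 200 of 10371 genes were changed, and 51 of 67 genes with a 1.5-fold, 63 of 67 with a 2-fold and 66 of 66 with a 4-fold change were called in the right direction, with 8 unchanged genes called. Of 200 random lists 1 had a camera p under 0.05. The simulated genes varied independently of each other, so this does not test camera on lists whose genes vary together.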

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

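The tests on the sets of arrays and the conditional allele, on genes near *Wt1* called in all 3 mutants, on the tissue of replicate 1 with its urothelium genes, on muscle genes in replicates 2 and 3, on unnormalized intensities and on other splits of the arrays were chosen only after the result was seen.

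The muscle genes of *Nes*-Cre *Wt1* co/co kidneys depend on replicate 1, without which the median change of the striated muscle list was 22.92% of its full value. Body wall muscle dissected with 1 kidney could account for that drop. In replicates 2 and 3 alone 9 of the 19 genes were called higher and none lower, where 2140 of all 10371 genes were called higher. The median there was 0.06 and the list passed with the preset correlation (camera adjusted p = 0.001142), but not with an estimated one (adjusted p = 0.128). Only 3 of the 19 were detected in all wild-type arrays, so genes can have entered the test through arrays where they are high. The count therefore cannot decide whether muscle in 1 kidney is the whole explanation. With all replicates 8 of 10 splits of the arrays gave as low a p for this list. A wider carry-over of adjacent tissue remains open, as the lowest camera p of the adrenal, fat, nerve and gonad lists was 0.05487, and a difference between the Cre-only controls was small (−0.03385). All 8 urothelium genes were highest of all 24 arrays in replicate 1, which kidney RNA diluted by striated muscle would not give. All 12 smooth muscle genes and 14 of the 19 striated muscle genes were highest there too. Of the proximal tubule, ureteric tip and cap mesenchyme genes 68.33% were lowest there, which leaves bladder or ureter tissue in place of kidney possible. Whether such tissue also gave the muscle genes of replicate 1 was not tested. If the paper's 2 arrays were replicates 2 and 3, only 2 of the 13 genes would be at least 1.5-fold higher in both by the authors' ratios to *Wt1* co/co, a limit that the paper does not state. In limma, without replicate 1, 9 of the 11 tested genes were higher and 1 lower against *Nes*-Cre, all 11 were higher against *Wt1* co/co and 10 with array sets cancelled.

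Genes near *Wt1* on chromosome 2 were called more often than others in the *Pax8* +/Cre (odds ratio 2.69, adjusted p = 5.14e-04) and *Wnt4* +/CreGFP mutants (1.63, adjusted p = 0.0244), while the odds ratio of 1.37 in the *Nes*-Cre mutant did not pass (adjusted p = 0.0642). Of 16 such genes called in the same direction in all 3 mutants, 75% were also called in *Wt1* co/co against wild-type kidneys, against 10.6% of the 265 called elsewhere, and 12.5% were called in *Nes*-Cre *Wt1* co/co against *Wt1* co/co kidneys, against 85.3%. For most of the 16 this is what 129 alleles linked to the conditional *Wt1* allele would give, and not loss of *Wt1* in the mutants. The shares rest on the same *Wt1* co/co arrays, so they are not separate evidence. *Sord* and *Ivd* changed by −1.23 and −0.446 against *Wt1* co/co (adjusted p = 3.04e-06 and 0.000857, limma). They were not called in *Wt1* co/co against wild type, and *Tspan18* and *Bmf* were called in neither comparison. *Cd59a*, a complement regulator gene, changed by −2.03, −2.31 and −2.30 in the mutants, by −1.98 in *Wt1* co/co against wild type, and by 0.06 in *Nes*-Cre *Wt1* co/co against *Wt1* co/co.

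Far more genes were called in *Nes*-Cre *Wt1* co/co against *Nes*-Cre kidneys than in the other mutants, and 1588 of the 3781 were called in the same direction against *Wt1* co/co. This was not so in every setting, since with only the arrays compared 554 genes were higher and 810 lower, against 1239 and 1124 in the *Wnt4* +/CreGFP mutant, and with array sets cancelled 715 and 902, against 899 and 924. A difference between the sets of arrays could not be told apart, since the 2 correlations across genes between set differences were −0.004164 and 0.625. The conditional *Wt1* allele without Cre would not give the value of 0.625, which was found between *Wt1* co/co minus wild type and *Wnt4* +/CreGFP minus *Nes*-Cre. Against wild type 2214 genes were called in *Wnt4* +/CreGFP, 1093 in *Pax8* +/Cre and 2448 in *Wt1* co/co kidneys, comparisons that all cross sets.

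The *Nes*-Cre effect was greater than the *Pax8* +/Cre effect for 656 genes and smaller for 946. Among 100 splits drawn for this difference 7 gave as many genes, the real one included. These 7 were among the 10 splits that kept the real *Nes*-Cre grouping, and the highest count without that grouping was 423. As many lists as the 8 found came from 68 splits, so chance is not excluded for the genes or for the 8 lists. These lists are the loop of Henle (adjusted p = 0.00829), striated muscle and the 13 genes (0.0136 for each), smooth muscle (0.0231), the epithelial-to-mesenchymal transition (0.00149), glutathione metabolism (0.0162), liver (0.00656) and macrophages (0.000463). With an estimated correlation none passed, with adjusted p-values of 0.656, 0.739, 0.656, 0.854, 0.398, 0.216, 0.739 and 0.308 in this order. Smooth muscle did not pass without *Nes*-Cre *Wt1* co/co replicate 1 (0.757), and glutathione metabolism did not without *Nes*-Cre *Wt1* co/co replicate 3 (0.0787) or with array sets cancelled (0.689). With the planned test fry striated muscle (0.0825), the 13 genes and liver (0.0671 for each) and smooth muscle (0.252) did not pass.

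The macrophage list was higher in *Nes*-Cre *Wt1* co/co kidneys (adjusted p = 7.08e-05, and 0.286 with an estimated correlation), and 3 of 10 splits gave as low a p.

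A lower array signal in the mutants was not excluded by the median change of genes outside the nephron lists, which was at most 0.0157, because quantile normalization holds it near 0. In unnormalized intensities above the background that median was −0.584, −0.493 and 0.279 in the *Nes*-Cre, *Wnt4* +/CreGFP and *Pax8* +/Cre mutants. The 83 podocyte, tubule and brush border genes, set against other genes of like intensity on the same array, were lower in every mutant array than in every control array, with the difference nearest 0 in the *Pax8* +/Cre mutant (−0.8445). A lower signal of the whole array would not give that.

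For each 3 against 3 comparison 10 splits are too few for a share under 0.05. Only the real split, 1 of 10, reached its gene count, with 3781 genes against a highest other of 27 for *Nes*-Cre *Wt1* co/co, 1823 against 1 for *Wnt4* +/CreGFP *Wt1* co/co, 722 against 1 for *Pax8* +/Cre *Wt1* co/co, 4 against 1 for *Nes*-Cre, 2214 against 0 for *Wnt4* +/CreGFP, 1093 against 1 for *Pax8* +/Cre and 2448 against 0 for *Wt1* co/co. For lists 7 of 10 splits reached the 10 of *Nes*-Cre *Wt1* co/co (highest other 16), and only the real split reached the 13 of *Wnt4* +/CreGFP *Wt1* co/co (highest other 12) and the 8 of *Pax8* +/Cre *Wt1* co/co (highest other 7). Among the 13, 4 of 10 splits, the real one included, gave as low a p for the endothelial list. For the stroma, ribosomal, cell cycle and imprinted lists 3 of 10 did so. Among the 8, 3 of 10 did so for the endothelial list and 2 of 10 for the p53 and glutathione lists. For the other called lists of the *Wnt4* +/CreGFP and *Pax8* +/Cre mutants only the real split did. In *Nes*-Cre *Wt1* co/co kidneys all 10 splits gave as low a p for the smooth muscle list and 8 for striated muscle. For the 13 genes 6 did, for the endothelial list 4, and for the proximal tubule, brush border and macrophage lists 3. For the podocyte, loop of Henle and epithelial-to-mesenchymal transition lists of that mutant only the real split did.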

How the results depend on the processing

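The settings with array sets cancelled, with *Wt1* co/co for the *Nes*-Cre mutant alone, without replicate 1 in these, and with the background read at a detection p of 0.5 were chosen only after the result was seen. Counts are given as genes higher and lower, the difference means the *Nes*-Cre against the *Pax8* +/Cre effect, and the cause of a change between settings was not tested. Apart from the replicate block and the ends of ranges, only values that moved past the limit set for a change are listed. Testing every probe and a block for the BeadChip were not run, since the values hold 1 row per gene and no chip.

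With an adjusted p and 1.5-fold they were 436 and 563 in *Nes*-Cre *Wt1* co/co, 134 and 349 in *Wnt4* +/CreGFP *Wt1* co/co and 35 and 161 in *Pax8* +/Cre *Wt1* co/co kidneys, 284 and 389 for the difference and 56 and 250 shared. With an unadjusted p and 1.5-fold they were 524 and 582, 160 and 377, 47 and 211, 396 and 486, and 71 and 281. With the plain two-sample test and 1.5-fold they were 269 and 422, 166 and 383, and 56 and 220, with 62 and 254 shared.

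With scaling to the 75th percentile 1224 genes were higher in *Nes*-Cre *Wt1* co/co, 156 higher and 578 lower in *Wnt4* +/CreGFP *Wt1* co/co and 176 higher in *Pax8* +/Cre *Wt1* co/co kidneys, 275 in the difference, and 96 were shared. In the authors' normalized values 110 genes were higher in *Wnt4* +/CreGFP *Wt1* co/co and 0 changed in *Nes*-Cre against wild-type kidneys (7 without background correction). With *Wt1* co/co as the control there, 255 were higher in the *Nes*-Cre mutant, and *Six2* (−0.8206), *Gja4* (−0.2481) and *Bax* (−0.04297) reversed. With the background read at a detection p of 0.5, 192 genes were higher in *Pax8* +/Cre *Wt1* co/co kidneys.

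A fit of only the arrays compared gave 554 and 810 genes in the *Nes*-Cre mutant and 297 and 477 for the difference. Array weights gave 1934 and 1479 in the *Wnt4* +/CreGFP and 2017 and 1400 in the *Pax8* +/Cre mutant, 1595 and 1751 for the difference and 1556 and 1276 shared. With *Wt1* co/co as the control 1156 genes were higher in the *Nes*-Cre and 1609 in the *Wnt4* +/CreGFP mutant, 2094 and 1697 changed in the *Pax8* +/Cre mutant and 1170 and 1233 were shared, while *Eno1* in the *Pax8* +/Cre mutant (−0.3834) and the ribosomal list there (adjusted p = 0.01314) reversed. With *Wt1* co/co for the *Nes*-Cre mutant alone the difference held 114 and 193 genes, or 298 and 296 without replicate 1. With array sets cancelled the *Nes*-Cre mutant had 715 and 902 genes, the difference 80 and 116, and *Aurka* was 0.1247. Without replicate 1 as well, 1077 were lower, the difference held 279 and 268, and *Aurka* (0.315) and *Eno1* (−0.02794) reversed. With an estimated correlation 0 list shifts were called, or 6 when *Nes*-Cre *Wt1* co/co replicate 1 was left out of the shared fit, a setting also chosen only after the result was seen.

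Of the genes named in the text, calls in the *Nes*-Cre mutant were lost for *Akr1b7*, *Agtr1a*, *Slc34a1*, *Slc12a1*, *Tgfb3*, *Acta1*, *Tnnt1*, *Tpm2*, *Lum*, *Dcn*, *Des*, *Eno3*, *Col9a2*, *Bcl2l11* and *Krt18* with only the arrays compared. They were also lost for *Capn6*, *Gja4*, *Akp2* and *Bax* with scaling to the 75th percentile, and for *Capn6*, *Dcn*, *Igf2*, *Ndn*, *Eno1*, *Mmp2*, *Tpm2*, *Bcl2l11*, *Krt18*, *Gja4* and *Bax* in the authors' normalized values against *Wt1* co/co. In the *Pax8* +/Cre mutant they were lost for *Gja5*, *Vegfa* and *Fbln1* with only the arrays compared, for *Cldn10* and *Sp7* with scaling to the 75th percentile, and for *Cldn10*, *Gja5*, *Mep1a*, *Vegfa* and *Axin2* in the authors' normalized values. The call of *Eya1* in the *Wnt4* +/CreGFP mutant was lost with scaling to the 75th percentile.

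Once *Wt1* co/co was the control the cap mesenchyme (adjusted p = 0.07786), ribosomal (0.1133), junction and keratin (0.1178), epithelial-to-mesenchymal transition (0.1235), imprinted (0.2576) and endothelial (0.2747) lists no longer passed in the *Wnt4* +/CreGFP mutant. The same held for the podocyte (0.05826), loop of Henle and collecting duct (0.07786 for each), p53 (0.2396) and endothelial (0.2924) lists in the *Pax8* +/Cre mutant. In the authors' normalized values the 13 genes (0.02467), striated muscle (0.009912), canonical Wnt target (0.01737) and erythroid (6.293e-05) lists passed as higher in the *Wnt4* +/CreGFP mutant and the liver list (0.001135) as lower in the *Pax8* +/Cre mutant. With fry the stroma (0.01384), claudin (0.04952), junction and keratin (1.245e-05), canonical Wnt target (0.02619), imprinted (0.00116) and nerve (0.00676) lists passed in the *Nes*-Cre mutant, where smooth muscle (0.0941) did not. So did canonical Wnt targets in the other two (0.0001929 and 0.0008174), the erythroid (0.02188) and p53 (0.02807) lists in the *Wnt4* +/CreGFP mutant, and the junction and keratin list in the *Pax8* +/Cre mutant (0.0005237).

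With 1 array left out in turn, genes higher in the *Wnt4* +/CreGFP mutant ranged from 473 to 1531, those of the *Pax8* +/Cre mutant from 127 to 746 higher and 221 to 649 lower, the difference from 417 to 1011 and 594 to 1202, and shared higher genes from 271 to 914, the highest without *Nes*-Cre *Wt1* co/co replicate 1 except for 1202, without replicate 2. Against wild type they ranged from 3 to 7 for *Nes*-Cre, 1416 to 1700 for *Wnt4* +/CreGFP, 505 to 763 for *Pax8* +/Cre and 1474 to 2067 for *Wt1* co/co. *Pdlim3* in the *Nes*-Cre mutant ranged from −0.5112 to 1.581, and the adjusted p of the smooth muscle list there from 0.0004503 to 0.9328.

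The replicate block gave 1872 and 1803 genes in the *Nes*-Cre, 817 and 887 in the *Wnt4* +/CreGFP and 273 and 347 in the *Pax8* +/Cre mutant, all within that limit. Kidneys of the same replicate number were no more alike across genes than others (r = −0.258 to 0.0392), so the numbers do not pair the kidneys.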

Differences from the paper's values

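No test here was chosen only after the result was seen, except the *Pax8* +/Cre count without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit. The paper states no threshold for its gene counts, and its counts from Fig. 3A are read by eye. A count is said here to meet the paper's where the larger is at most 1.5 times the smaller.

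For genes shared by at least 2 mutants the paper gives 84 higher and 159 lower, against 407 and 655 here. The 84 was met with scaling to the 75th percentile (96) and with a fold change of at least 1.5 beside an adjusted p (56), an unadjusted p (71) or the plain two-sample test (62), and in none of the other planned settings. The 159 was met in no planned setting, where the counts ranged from 250 to 1276, and neither was met with 1 array left out. For genes called in all 3 mutants the paper's Fig. 3A gives about 15 higher and about 18 lower, against 77 and 219 here. The higher count was met only in the 3 settings with a 1.5-fold threshold and the lower count in none (82 to 573).

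In *Nes*-Cre *Wt1* co/co kidneys the paper's Fig. 3A gives about 250 genes higher and about 150 lower, against 1936 and 1845 here. The groups are unlike, since the paper used 2 samples of this mutant and 3 are used here, and without replicate 1 the counts were 2140 and 1740. Only the plain two-sample test with 1.5-fold met the higher count (269), and no planned setting met the lower one (422 to 2148). In *Wnt4* +/CreGFP *Wt1* co/co kidneys it gives about 200 higher and about 470 lower, against 899 and 924 here, and both were met with scaling to the 75th percentile and the 3 settings with 1.5-fold, the lower count also without *Wnt4* +/CreGFP *Wt1* co/co replicate 1. In *Pax8* +/Cre *Wt1* co/co kidneys it gives about 200 lower, against 382 here, which was met in the authors' normalized values, with the 3 settings with 1.5-fold and with any 1 of the 6 arrays compared left out except *Pax8* +/Cre *Wt1* co/co replicate 3, but not without *Nes*-Cre *Wt1* co/co replicate 1 in the shared fit (649). No planned setting met all of these counts.

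Of the genes the paper names, *Ptpro* was lower in all 3 mutants here too. Of the 13 muscle-enriched genes the paper gives as higher in *Nes*-Cre *Wt1* co/co kidneys, *Pdlim3* (adjusted p = 0.3243, and a log2 change of −0.5112 without replicate 1, but 1.944 against *Wt1* co/co with an adjusted p of 0.04556) and *Myl4* (adjusted p = 0.07641) did not pass here, and *Actc1* and *Myl1* did not pass the detection filter and were not tested.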

Other observations

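The urothelium list and the tests on replicate 3 were chosen only after the result was seen.

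Macrophage and leukocyte genes were higher in *Nes*-Cre *Wt1* co/co kidneys, with 12 of 21 tested genes higher and none lower (13 when adjusted over the list alone) and a median log2 change of 0.41 (camera adjusted p = 7.1e-05, and 0.29 with an estimated correlation). *C1qc* and *C1qb*, which encode complement chains made by macrophages, rose by 1.42 (adjusted p = 1.2e-05) and 1.30 (adjusted p = 4.0e-05), by 1.41 and 1.39 against *Wt1* co/co and by 1.20 and 1.14 without replicate 1. The list did not shift in the *Wnt4* +/CreGFP (adjusted p = 0.95) or *Pax8* +/Cre mutant (adjusted p = 0.36), and the *Nes*-Cre effect exceeded the *Pax8* +/Cre effect (adjusted p = 4.6e-04, and 0.31 with an estimated correlation).

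Genes of epithelial junctions and keratins rose in *Wnt4* +/CreGFP *Wt1* co/co kidneys, with 5 of 18 higher, alone and over all genes (camera adjusted p = 0.023, and 0.18 with an estimated correlation), among them *Elf3*, an epithelial transcription factor gene, at 0.61. The call was lost without the 7 genes shared with another list (adjusted p = 0.29) and with *Wt1* co/co as the control (adjusted p = 0.12). In the *Nes*-Cre mutant 8 were higher and 2 lower (adjusted p = 0.10) and in the *Pax8* +/Cre mutant 4 were higher (adjusted p = 0.080). In both the list passed without *Nes*-Cre *Wt1* co/co replicate 1 (adjusted p = 0.0026 and 0.034, with 8 genes higher in the *Wnt4* +/CreGFP, 10 in the *Nes*-Cre and 7 in the *Pax8* +/Cre mutant), and in the *Pax8* +/Cre mutant also without replicate 2 (adjusted p = 0.045). Canonical Wnt targets did not pass in any mutant (adjusted p = 0.69, 0.13 and 0.11). They did in the last 2 without *Nes*-Cre *Wt1* co/co replicate 1 (adjusted p = 0.049 and 0.036), and in the *Wnt4* +/CreGFP mutant in the authors' normalized values (adjusted p = 0.017). *Axin2*, a feedback inhibitor gene of the pathway, rose by 0.39 in the *Pax8* +/Cre mutant (adjusted p = 0.0022). Erythroid genes did not pass (adjusted p = 0.49, 0.083 and 0.67). The *Wnt4* +/CreGFP shift passed in the authors' normalized values (adjusted p = 6.3e-05), without background correction (adjusted p = 0.047), with the background read at a detection p of 0.5 (adjusted p = 0.043) and without *Wnt4* +/CreGFP *Wt1* co/co replicate 2 (adjusted p = 0.035). *Alas2*, a haem synthesis gene, was at 1.20 there. Immediate early genes (adjusted p = 0.85, 0.54 and 0.37), with *Jun* at 1.17 in the *Wnt4* +/CreGFP mutant, and sex-linked genes (adjusted p = 0.85, 0.85 and 0.66) did not pass either.

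Liver genes did not pass in the mutants (adjusted p = 0.17, 0.11 and 0.056). In the *Nes*-Cre mutant they did without *Nes*-Cre *Wt1* co/co replicate 1 or 2 (adjusted p = 0.036 and 0.0085), and without replicate 3 they were lower in the other two (adjusted p = 0.0063 and 0.0068). They were also lower in the *Pax8* +/Cre mutant in the authors' normalized values (adjusted p = 0.0011) and in the *Wnt4* +/CreGFP mutant with the background read at a detection p of 0.5 (adjusted p = 0.030). Of these genes 9 of 11 were highest of all arrays in *Nes*-Cre *Wt1* co/co replicate 3, where *Apoa1* had an intensity of 1247 and *Ahsg* 1128, while *Alb* had 51.7. Of adjacent tissues, adrenal, gonad, fat and nerve genes did not pass in *Nes*-Cre *Wt1* co/co kidneys (adjusted p = 0.95, 0.66, 0.85 and 0.13), except nerve genes without *Nes*-Cre *Wt1* co/co replicate 2 (adjusted p = 0.033).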
